# BRD9-mediated chromatin remodeling suppresses osteoclastogenesis through negative feedback mechanism

**DOI:** 10.1038/s41467-023-37116-5

**Published:** 2023-03-14

**Authors:** Jiahui Du, Yili Liu, Xiaolin Wu, Jinrui Sun, Junfeng Shi, Hongming Zhang, Ao Zheng, Mingliang Zhou, Xinquan Jiang

**Keywords:** Bone development, Disease model, Chromatin remodelling

## Abstract

Bromodomain-containing protein 9 (BRD9), a component of non-canonical BAF chromatin remodeling complex, has been identified as a critical therapeutic target in hematological diseases. Despite the hematopoietic origin of osteoclasts, the role of BRD9 in osteoclastogenesis and bone diseases remains unresolved. Here, we show *Brd9* deficiency in myeloid lineage enhances osteoclast lineage commitment and bone resorption through downregulating interferon-beta (IFN-β) signaling with released constraint on osteoclastogenesis. Notably, we show that BRD9 interacts with transcription factor FOXP1 activating *Stat1* transcription and IFN-β signaling thereafter. Besides, function specificity of BRD9 distinguished from BRD4 during osteoclastogenesis has been evaluated. Leveraging advantages of pharmacological modulation of BRD9 and flexible injectable silk fibroin hydrogel, we design a local deliver system for effectively mitigating zoledronate related osteonecrosis of the jaw and alleviating acute bone loss in lipopolysaccharide-induced localized aggressive periodontitis. Overall, these results demonstrate the function of BRD9 in osteoclastogenesis and its therapeutic potential for bone diseases.

## Abstract (web summary)

Osteoclast differentiation is critical for bone homeostasis. The authors show the negative feedback regulation of BRD9-mediated chromatin remodeling on osteoclastogenesis via interferon beta signaling and its therapeutic potential for bone diseases.

## Introduction

The function and homeostasis of bone relies on the balanced bone remodeling process, which is a continuously cycle of bone formation mediated by osteoblasts and resorption mediated by osteoclasts throughout life. The bone remodeling process is under sophisticatedly orchestrated with their imbalance can disturb the skeletal architecture and cause debilitating bone diseases such as osteoporosis, osteopetrosis, osteonecrosis, Paget’s disease and so on^1^.

Osteoclasts are hematopoietic myeloid lineage and derived from bone marrow-derived monocytes (BMDMs). In the last decades, it is quite well-documented that osteoclastogenesis is initiated with receptor activator of nuclear factor κB (NF-κB) ligand (RANKL) and macrophage colony stimulating factor (M-CSF) in the bone microenvironment^2^. Afterward, it is followed by a series of activation, proliferation, fusion and maturation process, then the terminally differentiated multinucleated osteoclasts are able to secrete proteases and acids, such as tartrate resistant acid phosphatase (TRAP), cathepsin K (CTSK) and matrix metallopeptidase 9 (MMP9), conducting their bone resorptive activity^3^.

The above osteoclast lineage commitment and differentiation are sophisticatedly regulated by complex signal transduction cascades that converge to transcriptional modulation^4^. Mammalian BRG1-associated factors (BAF) complex is ATP-dependent chromatin remodelers comprising multiple protein subunits that translocate nucleosome and regulate gene transcription with DNA-binding factors^5,6^. Multiple lines of evidence indicate that the BAF complex plays essential roles for controlling expression of genes linked to hematopoietic developmental processes at promoter and enhancer regions, alongside its better-known function in suppressing a variety of cancers in humans^5,7,8^. In particular, bromodomain-containing protein 9 (BRD9), a crucial component of the distinct non-canonical BAF (ncBAF) complex, was identified to exert a prominent function during myeloid lineage development^9–11^. For example, acute myeloid leukemia appears to be specific-dependent on the BRD9-containing BAF complex via the activation of STAT5 pathway^11^. By targeting BRD9, AML cells undergo cell cycle arrest and differentiate, suggesting BRD9 as an essential therapeutic target in leukemia^10^. Besides, it has been established that BRD9 regulates interferon-stimulated genes (ISGs) during macrophage activation via cooperation with BET protein BRD4 and also acts a modulator of glucocorticoid responses^12,13^. These observations suggested that BRD9 is crucial during myeloid lineage determination as well as macrophage inflammatory response. Osteoclasts are myeloid origin and share the common ancestor with macrophage in the hematopoietic lineage. However, there was little evidence for the association between BRD9-mediated chromatin remodeling and osteoclast lineage differentiation in bone homeostasis.

Here, we report that the gene expression of BRD9 is upregulated during RANKL-induced osteoclast differentiation. *Brd9* deficiency in myeloid lineage enhanced osteoclast lineage commitment and bone resorption through downregulating interferon-beta (IFN-β) signaling with released constraint on osteoclastogenesis. Notably, we show that BRD9 interacts with transcription factor (TF) FOXP1 and activates *Stat1* transcription and IFN-β signaling thereafter. Besides, function specificity of BRD9 distinguished from BRD4 during osteoclastogenesis were evaluated. Leveraging the advantages of pharmacological modulation of BRD9 and flexible injectable silk fibroin hydrogel, we designed a local deliver system for effectively mitigating zoledronate (ZOL)-related osteonecrosis of the jaw (ONJ) and acute bone loss in lipopolysaccharide (LPS)-induced localized aggressive periodontitis. In summary, these findings indicate that BRD9-FOXP1-STAT1 axis is crucial for the negative feedback signaling in osteoclastogenesis, expand our knowledge of the intricate interactions among chromatin remodelers, transcription factors, and signaling pathways in bone homeostasis and also highlight its therapeutic potential for bone diseases.

## Results

### Loss of *Brd9* in myeloid lineage leads to less bone mass

To investigate the critical role of BRD9 in osteoclastogenesis, we examined its expression pattern in osteoclast lineage cell. We found that BRD9 is high expressed in CTSK + osteoclasts on the surface of trabecular bone of distal femur from the 4-week-old mouse (Fig. 1a). Moreover, BMDMs were cultured with M-CSF and RANKL to further evaluate the expression level of BRD9 during proliferation, differentiation, and maturation stages at indicated days (Fig. 1b). We found that BRD9 expression was gradually upregulated after RANKL treatment both at mRNA and protein level during the osteoclastogenesis (Fig. 1c, d), which is also well visualized in the immunofluorescent staining of BRD9 in BMDMs after RANKL-induction in vitro (Fig. 1e).

**Fig. 1:**
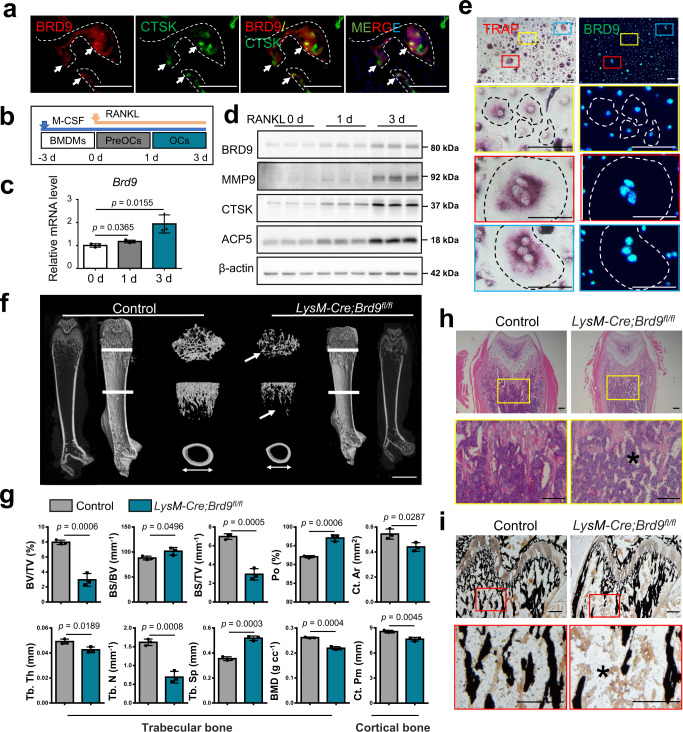
Loss of *Brd9* in myeloid lineage leads to less bone mass. **a** Immunofluorescence staining of BRD9 (red) and CTSK (green) in the mouse distal femur at 4 weeks of age. White dashed lines outline the surface of trabecular bone. Scale bar, 100 μm. **b** Schema for osteoclastic differentiation stages of BMDMs in vitro. Bone marrow-derived monocytes, BMDMs, osteoclast precursors, preOCs, and matured osteoclast, OCs. **c** *Brd9* mRNA expression in BMDMs at indicated days after RANKL-induction, as measured by qPCR. *n* = 3 biologically independent samples. **d** BRD9, MMP9, CTSK and ACP5 protein expression in BMDMs at indicated days after RANKL-induction. **e** Immunofluorescence staining of BRD9 (green) and TRAP staining (red) in BMDMs after 3 days of RANKL-induction. Colored boxes in the first panel are shown at higher magnification in below. Dashed lines outline the cell boundaries. Scale bar, 100 μm. **f** Representative micro-CT image of the distal trabecular bone and cortical bone of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. Arrows indicates the decreased bone mass. Scale bar, 2 mm. **g** Quantification analysis of bone volume/tissue volume ratio (BV/TV), bone surface/volume ratio (BS/BV), bone volume/tissue volume ratio (BS/TV), porosity percent (Po), trabecular thickness (Tb. Th), trabecular number (Tb. N), trabecular separation (Tb. Sp), bone mineral density (BMD), cortical crossectional bone area (Ct. Ar) and perimeter (Ct. Pm) of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. *n* = 3. **h** H&E staining of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. Box in the first panel is shown at higher magnification in below. Asterisk indicates the decreased bone mass. Scale bar, 200 μm. **i** Von Kossa staining of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. Box in the first panel is shown at higher magnification in below. Asterisk indicates the decreased bone mineralization. Scale bar, 200 μm. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**c**) and (**g**). All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

To further determine whether BRD9 plays a crucial role during osteoclastogenesis, we generated knockout mice through specific deletion of BRD9 in the osteoclast lineage. Mice bearing *loxP* sites encompassing the *Brd9 exon6-exon7* (*Brd9*^*fl/fl*^ mice) were crossed with a myeloid-specific *Cre*-recombinase (*Cre*)-expressing mouse line, those expressing Cre driven by the lysozyme M promoter (*LysM-Cre* mice). Mice lacking *Brd9* in *LysM*-Cre-expressing cells, hereafter referred to as *LysM-Cre;Brd9*^*fl/fl*^ mice (Supplementary Fig. 1a). It showed that BRD9 were knocked out efficiently at both mRNA and protein levels in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice (Supplementary Fig. 1b, c).

In μCT analysis, *LysM-Cre;Brd9*^*fl/fl*^ mice exhibited decreased femoral trabecular bone mass compared to control mice at 4 weeks of age, with decreased bone volume/tissue volume ratio (BV/TV), bone volume/tissue volume ratio (BS/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), bone mineral density (BMD) and increased bone surface/volume ratio (BS/BV), trabecular separation (Tb.Sp) and porosity percent (Po). *LysM-Cre;Brd9*^*fl/fl*^ mice also exhibited decreased cortical thickness at 4 weeks of age, with decreased cross sectional bone area (Ct.Ar) and perimeter (Ct.Pm) (Fig. 1f, g). Histologically, the H&E staining (Fig. 1h) and Von Kossa staining (Fig. 1i) results showed the decreased bone mass and mineralization in the distal femurs after *Brd9* loss in myeloid cell lineage compared with littermate control mice at 4 weeks of age.

### *Brd9* deletion enhances osteoclast lineage commitment in vivo

To investigate the cellular mechanism accounting for the decreased bone mass after *Brd9* loss in myeloid cell lineage, we examined osteoclastic bone resorption and osteoblastic bone formation individually. We found that the number and size of TRAP-positive differentiated osteoclasts were increased on the bone surface of the femurs from *LysM-Cre;Brd9*^*fl/fl*^ mice at 4 weeks of age (Fig. 2a, b). Furthermore, using Tdt as a reporter to trace the myeloid cell fate, we found that the cell number of CTSK + osteoclasts from *LysM* + myeloid lineage (Tdt+CTSK + cell) was increased apparently on the bone surface of the femurs in the mutant mice compared to control mice at 4 weeks of age, suggesting enhanced osteoclast lineage commitment and bone resorption after loss of *Brd9* (Fig. 2c, d).

**Fig. 2:**
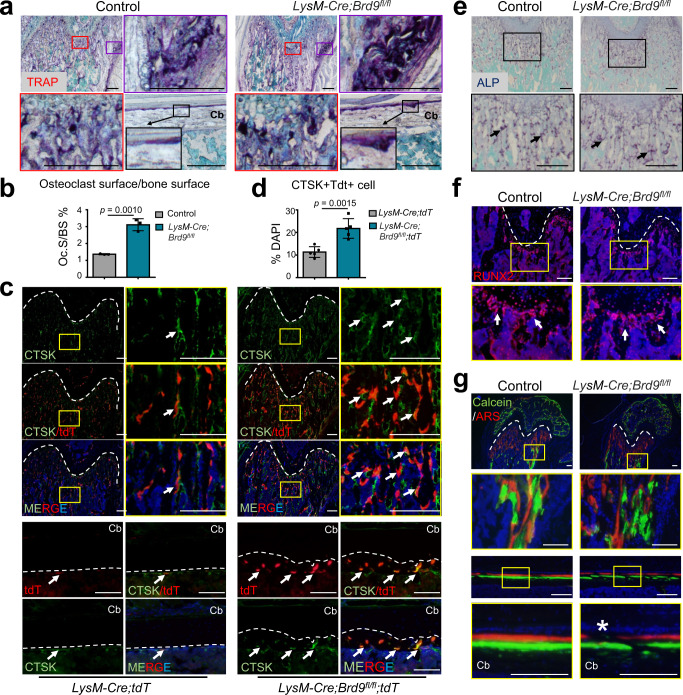
Loss of *Brd9* in myeloid lineage leads to enhanced osteoclast lineage commitment in vivo. **a** TRAP staining of distal trabecular and cortical bone of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. Colored box in the top left corner is shown at higher magnification in right and below. Cortical bone, Cb. Scale bar, 200 μm. **b** Quantitative analysis of the TRAP + osteoclast surface/bone surface ratios (Oc.S/BS) in the femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. *n* = 3. **c** CTSK immunofluorescence (green) and visualization of tdTomato (red) of femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^*;tdT* mice and littermate control mice. Box in the left is shown at higher magnification in right. The progeny of the myeloid lineage shows red signal. Arrows indicate double positive signals. White dashed lines outline the growth plate of distal femur. Cortical bone, Cb. Scale bar, 200 μm. **d** Quantitative analysis of the ratio of CTSK + tdT+ myeloid lineage osteoclasts in the femurs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^*;tdT* mice and littermate control mice. *n* = 5. **e** ALP staining (purple) of distal femur from *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice at 4 weeks of age. Arrows indicate positive signals. Scale bar, 200 μm. **f** RUNX2 immunofluorescence (red) of distal femur from *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice at 4 weeks of age. Arrows indicate RUNX2-positive osteoblasts. White dashed lines outline the growth plate of distal femur. Scale bar, 200 μm. **g** visualization of calcein/ Alizarin Red S (ARS) labeling in *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice at age of 4 weeks. Asterisk indicates the eroded bone surface. White dashed lines outline the growth plate of distal femur. Cortical bone, Cb. Scale bar, 200 μm. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**b**) and (**d**). All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

To determine if the osteoblastic bone formation is also affected in *LysM-Cre;Brd9*^*fl/fl*^ mice, we investigate the expression of alkaline phosphatase (ALP) (Fig. 2e) and the number of RUNX2 + osteoblasts on the trabecular bone surface at 4 weeks of age (Fig. 2f). It was showed that the number of osteoblasts and osteoblastic osteogenic activity was comparable between *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. We then assessed the mineral apposition on the bone surface dynamically with calcein/Alizarin Red S (ARS) labeling. The results showed that the bone formation rate was comparable while more eroded bone surface was observed in *LysM-Cre;Brd9*^*fl/fl*^ mice compared with littermate control mice at 4 weeks of age (Fig. 2g).

Thus, it is conceivable that the enhanced osteoclast lineage commitment following *Brd9* ablation accelerates bone resorption, leading to excessive bone mass loss.

### BRD9 suppresses RANKL-induced osteoclast differentiation in vitro

Furthermore, the BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ and control mice at 4 weeks of age were administered with RANKL for osteoclastic induction in vitro. In line with the role of BRD9 in vivo, we found that an increased number and larger size of TRAP + multinuclear cells from *Brd9* depleted BMDMs than that from control BMDMs after 3 days of RANKL-induction (Fig. 3a). And the expression of osteoclastic-specific genes of *Acp5*, *Ctsk,* and *Mmp9* were increased in BMDMs from *LysM-Cre;Brd9* ^*fl/fl*^ mice compared with that from control littermates (Fig. 3b, c).

**Fig. 3:**
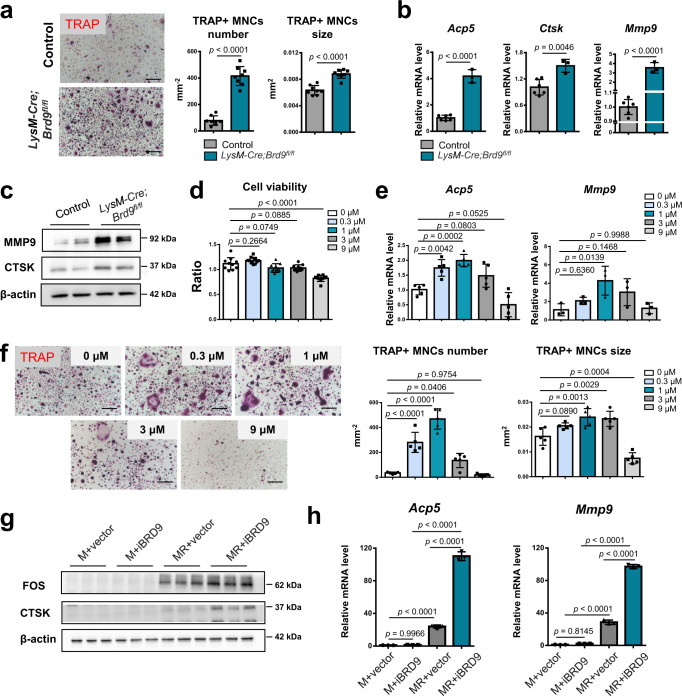
BRD9 deletion and inhibition in BMDMs leads to overactivated osteoclastogenesis in vitro. **a** TRAP staining and quantification analysis of BMDMs from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice after 3 days of RANKL-induction. Scale bar, 200 μm. *n* = 8. **b** The mRNA expression of osteoclastic-specific genes of *Acp5*, *Ctsk,* and *Mmp9* in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice compared with that from control littermates after 3 days of RANKL-induction, as measured by qPCR. *n* = 3 for *LysM-Cre;Brd9*^*fl/fl*^ mice group. *n* = 6 for control littermates. **c** The protein expression of MMP9 and CTSK in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice compared with that from control littermates after 3 days of RANKL-induction, as measured by western blot. **d** Cell viability of RANKL-induced BMDMs with 1 day of iBRD9 at different concentration, shown by cell counting kit 8 assay. *n* = 10 biologically independent samples. **e** The mRNA expression of *Acp5* and *Mmp9* in RANKL-induced BMDMs with 1 day of iBRD9 at different concentration, as measured by qPCR. *n* = 5 biologically independent samples for *Acp5*. *n* = 3 biologically independent samples for *Mmp9*. **f** TRAP staining and quantification analysis of RANKL-induced BMDMs with 5 days of iBRD9 at different concentration. Scale bar, 200 μm. *n* = 5 biologically independent samples. **g** The protein expression of FOS and CTSK in BMDMs after 3 days of 1 μM iBRD9 or vector treatment with or without RANKL-induction, as measured by western blot. M-CSF, M; RANKL, R. **h** The mRNA expression of *Acp5* and *Mmp9* in BMDMs after 3 days of 1 μM iBRD9 or vector treatment with or without RANKL-induction, as measured by qPCR. M-CSF, M; RANKL, R. *n* = 3 biologically independent samples. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**a**) and (**b**). One-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test for (**d**), (**e**), and (**f**); ANOVA with Tukey’s multiple comparisons test for (**h**). All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

The function of BRD9 during osteoclastogenesis is also investigated with a selective cellular chemical inhibitor for BRD9, iBRD9^14,15^. IBRD9 treatment in BMDMs leads to dose-dependent increase on the gene expression of *Acp5* and *Mmp9* in osteoclastic induced BMDMs after 24 h, without apparent cell toxicity under the concentration of 9 μM (Fig. 3d, e). Consistently, we also confirmed the dose-dependent increase on the number and size of TRAP + multinuclear differentiated osteoclasts from RANKL-induced BMDMs with iBRD9 treatment (Fig. 3f). The concentration of 1 μM iBRD9 was chosen in the further studies for its most prominent function on promoting osteoclastogenesis.

To further investigate whether BRD9 inhibitor could induce osteoclastogenesis alone or function under RANKL-induction, we compared the protein expression of FOS, CTSK, as well as the mRNA expression of *Acp5* and *Mmp9* in BMDMs after 1 μM iBRD9 or vector treatment with or without RANKL-induction. We found that BRD9 inhibitor exert no apparent effect on osteoclastogenesis without RANKL-induction, suggesting the function of BRD9 is RANKL-dependent (Fig. 3g, h).

Taken together, these findings suggest that BRD9, which was upregulated after RANKL treatment, exerts suppressing regulation on RANKL-induced osteoclast differentiation in a negative feedback mechanism, and both genetic deletion and inhibition of BRD9 in BMDMs consistently promotes osteoclast differentiation.

### BRD9 suppresses osteoclastogenesis via interferon-beta signaling

To further investigate the feedback mechanism of BRD9-mediated suppression on RANKL-induced osteoclast differentiation, we conducted mRNA sequencing to compare the transcription profile in BMDMs after 1 day of BRD9 inhibition during osteoclastic differentiation with M-CSF and RANKL, refer as MR + iBRD9, with the control group (MR + vector). The RNA-sequencing data showed well-separated gene expression patterns between two groups with a total of 211 downregulated and 184 upregulated genes in BMDMs in MR + iBRD9 group (fold change > = 1.2; *p* < 0.05), as shown in the heatmap and MA plot (Fig. 4a). The 10 top gene ontology (GO) biological process terms in the comparison between BMDMs in MR + vector and MR + iBRD9 group, are intensely enriched on defense response, response to interferon-beta (IFN-β) and external stimulus, and immune system process and their topological relationships illustrated in a directed acyclic graph (DAG) (Fig. 4b and Supplementary Fig. 2). Gene set enrichment analysis (GSEA) further revealed that the IFN-β response, acetylcholine receptor signaling, and immune receptor activity were significantly downregulated, while ribosome biogenesis, synaptic transmission, and rRNA processing were upregulated in MR + iBRD9 group (Fig. 4c, d).

**Fig. 4:**
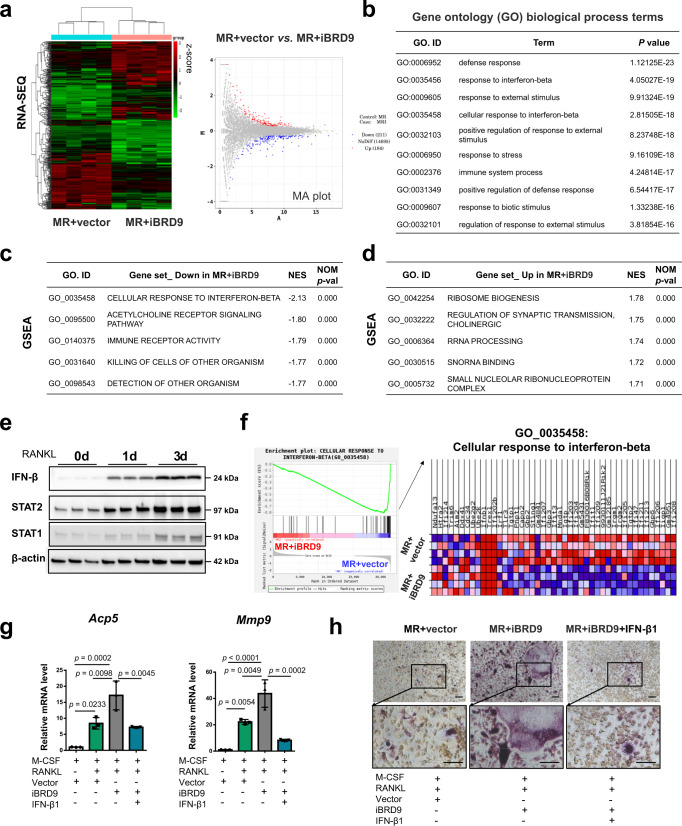
BRD9-mediated transcriptional activation of interferon-beta signaling negative regulates osteoclastogenesis. **a** Heatmap hierarchical clustering and the MA plot showing the gene expression profiles in BMDMs after 1 day of BRD9 inhibition during osteoclastic differentiation with M-CSF and RANKL (MR). *n* = 4. Color scale represents normalized gene FPKM value by z-score scheme. **b** The top 10 Gene ontology (GO) biological process enriched in the comparison between BMDMs in MR + vector and MR + iBRD9 group**. c** Gene set enrichment analysis (GSEA) analysis of the top downregulated gene sets in MR + iBRD9 group compared with control group. **d** GSEA analysis of the top upregulated gene sets in MR + iBRD9 group compared with control group. **e** The protein expression of IFN-β, STAT2, and STAT1 in BMDMs at different days after osteoclastic differentiation, as measured by western blot. **f** GSEA plots and heatmap hierarchical clustering of GO term_0035458 in MR + iBRD9 group and control group. *n* = 4. **g** The mRNA expression of *Acp5* and *Mmp9* in BMDMs treated with 2 days of 1 μM iBRD9 and 0.0625 ng/ml IFN-β1 during osteoclastic induction, as measured by qPCR. *n* = 3 biologically independent samples. **h** TRAP staining of BMDMs treated with 3 days of 1 μM iBRD9 and 0.0625 ng/ml IFN-β1 during osteoclastic induction. Scale bar, 200 μm. All data in this figure are represented as mean ± SD. Hypergeometric distribution test for (**b**). Empirical phenotype-based permutation test for (**c**) and (**d**). One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test for (**g**). All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Thereinto, IFN-β signaling activity, as one of the top downregulated signaling pathways after BRD9 inhibition, is reported to activate ISGs through interferon-stimulated gene factor 3 (ISGF3), which consists of activated signal transducer and activator of transcription 1 (STAT1), signal transducer and activator of transcription 2 (STAT2), and interferon regulatory factors^16^. Previous studies have shown that global IFN-β-knockout mice display an osteoporotic phenotype due to an excessive osteoclastogenesis^17^. In our present study, we identified that RANKL activates the IFN-β signaling with increased IFN-β, STAT1, STAT2 during osteoclastogenesis (Fig. 4e), which synchronizes with the expression profile of BRD9 (Fig. 1c, d). While IFN-β signaling activity was downregulated in RANKL-induced BMDMs after iBRD9 treatment (Fig. 4f). Therefore, we presumed that the transcriptional downregulated IFN-β signaling in BMDMs may, at least partially, contribute to the excessive osteoclastogenesis after BRD9 inhibition. To verify this hypothesis, we added IFN-β1 cytokine into BRD9 inhibited BMDMs, and found that the increased osteoclastogenesis after BRD9 inhibition was rescued after IFN-β signaling upregulation, as shown with the downregulated expression of osteoclastogenic genes of *Acp5* and *Mmp9* (Fig. 4g), and the decreased number and size of TRAP + differentiated osteoclasts (Fig. 4h).

Since it is reported that glucocorticoid/dexamethasone (DEX) promotes osteoclastogenesis^18^, and BRD9 inhibition attenuated macrophage inflammation by synergizing with glucocorticoid response^13^, the potential synergizing function of BRD9 inhibition and glucocorticoid signaling during osteoclastogenesis has been further analyzed. The results have shown that DEX promotes osteoclastogenesis at the concentration of 10^−9 ^M, with no significant promotion below the concentration of 10^−10 ^M. While the low DEX dose showed promotion on osteoclastogenesis when combined with iBRD9 at 0.1 μM, the low concentration exerting no apparent effect on osteoclastogenesis alone (Supplementary Fig. 3a, b). Then we conducted mRNA sequencing analysis to unveil the change on gene transcription profile after synergistic 0.1 μM iBRD9/10^−10 ^M DEX treatment during osteoclastogenesis. Besides of the apparent activation on osteoclast-related genes (Supplementary Fig. 3c), the enriched top ten changed signaling pathways in iBRD9/DEX-treated group compared with the control group were listed (Supplementary Fig. 3d). We noticed the functional categories of iBRD9/DEX cooperatively regulated genes were enriched on metabolic process, electron transport chain, and peptide biosynthetic process during osteoclastogenesis. The regulatory mechanisms differ from 1 μM iBRD9-alone regulated gene network, which enriched in response to IFN-β signaling and external stimulus mentioned above, and also differ from the finding in macrophage activation that the synergistic gene signature is enriched in inflammatory responses categories^13^. This finding suggests that BRD9 modulated regulatory mechanism is characterized with context-dependency and cell type-specificity.

In summary, we conclude that the transcriptional activation on IFN-β signaling in BMDMs may contribute to BRD9-mediated negative feedback during osteoclastogenesis.

### *Stat1* is critical for BRD9-mediated osteoclastogenesis suppression

To further elucidate how BRD9 participates in the transcriptional regulation during the negative feedback of RANKL-induced osteoclastogenesis, we compared RANKL-induced, iBRD9-inhibited gene transcription with the binding profile of BRD9 in BMDMs during osteoclastogenesis using immunoprecipitation (ChIP) sequencing analysis.

There are 717 genes, where BRD9 binding, RANKL-induced while downregulated after BRD9 inhibition (Fig. 5a). KEGG enrichment analysis of above genes unveiled that the critical transcriptional regulations of BRD9 were enriched on signal transduction, signaling molecules, and interaction as well as immune response (Fig. 5b). The protein-protein interaction (PPI) analysis further identified several crucial hub genes among the gene list, suggesting their potential direct downstream targets of BRD9 during the negative feedback regulation during osteoclastogenesis (Fig. 5c). Thereinto, we noticed STAT1, as one of the hub genes with most interaction numbers and a primary mediator for IFN-β signaling activity^19^, is increased after RANKL-induction and expressed in osteoclasts in vivo and in vitro (Figs. 4e, 5d, e). While the gene expression of *Stat1* was downregulated in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice compared with that from control littermates after RANKL-induction (Fig. 5f) and also downregulated in BMDMs from wild-type mice after BRD9 inhibition (Fig. 5g and h). Previous studies have identified that STAT1, as an important factor involved in osteoporosis, is importance for bone metabolism^19,20^. It has been observed that excessive osteoclastogenesis existed in the bone of the *Stat1*-deficient mice, suggesting its negative regulation of osteoclast differentiation^21^. Therefore, we hypothesized that Stat1 is one of the critical downstream targets in BRD9-mediated negative feedback during osteoclastogenesis.

**Fig. 5:**
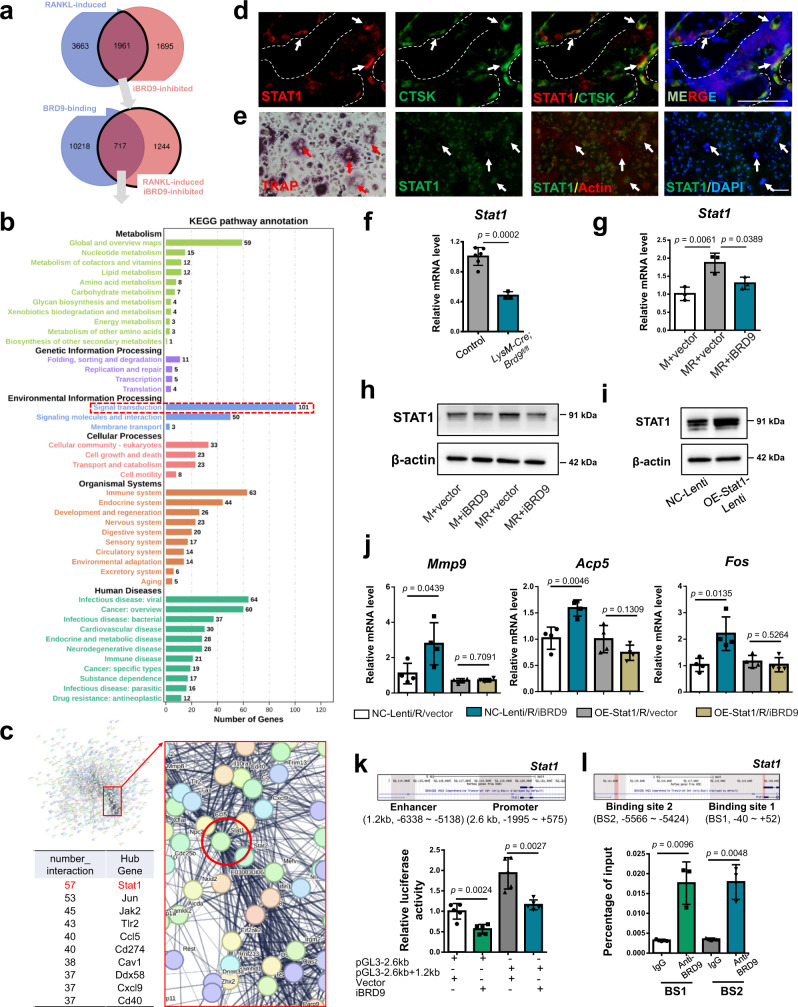
STAT1 is critical for BRD9-mediated negative feedback during osteoclastogenesis. **a** Venn diagram showing overlapping genes, where BRD9 binding, RANKL-induced while downregulated after BRD9 inhibition. **b** KEGG pathway annotation of the genes, where BRD9 binding, RANKL-induced while downregulated after BRD9 inhibition. **c** Protein-protein interaction (PPI) networks of the genes, where BRD9 binding, RANKL-induced while downregulated after BRD9 inhibition. **d** Immunofluorescence staining of STAT1 (red) and CTSK (green) in the mouse distal femur at 4 weeks of age. Scale bar,100 μm. **e** Immunofluorescence of STAT1 (green), TRAP staining (red) and actin (red) in BMDMs after 3 days of RANKL-induction. Scale bar, 100 μm. **f** The mRNA expression of *Stat1* in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice compared with that from control littermates after 3 days of RANKL-induction. *n* = 3 for *LysM-Cre;Brd9*^*fl/fl*^ mice group. *n* = 6 for control littermates. **g** The mRNA expression of *Stat1* in BMDMs treated with iBRD9 after 2 days of RANKL-induction. *n* = 3 biologically independent samples. **h** The protein expression of STAT1 in BMDMs treated with iBRD9 after 2 days of RANKL-induction. **i** The protein expression of STAT1 in RAW264.7 transfected with control lentivirus (NC) and *Stat1*-overexpression lentivirus (OE-Stat1). **j** The mRNA expression of *Mmp9*, *Acp5* and *Fos* in *Stat1*-overexpressed and control RAW264.7 treated with iBRD9 after 2 days of RANKL-induction. *n* = 4 biologically independent samples. **k** Luciferase reporter activities of the *Stat1* promoter alone or in the presence of enhancer region in osteoclastic induced RAW264.7 treated with iBRD9 or control vector. *n* = 5 biologically independent samples. **l** ChIP assay with BRD9 antibody (or IgG) in RAW264.7 cell line during osteoclastic induction. *n* = 3 biologically independent samples. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**f**), (**j**), (**k**), and (**l**). One-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test for (**g**). M, M-CSF; MR, M-CSF + RANKL. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Mouse macrophage cell line RAW264.7 is a preferred model for molecular mechanism study on osteoclastogenesis^22^. Therefore, we constructed the STAT1 constituently expressed RAW264.7 cell line using lentivirus vector for further function test of iBRD9 inhibitor (Fig. 5i). We found that the expression of osteoclastic-related genes, such as *Mmp9* and *Acp5*, were comparable between control and iBRD9 inhibitor treated *Stat1*-overexpressed RAW264.7 cells, while increased apparently in control-lentivirus transfected RAW264.7 cells after BRD9 inhibition (Fig. 5j). These findings suggest that the downregulated expression of *Stat1* might be a key process in BRD9 inhibition mediated excessive osteoclastogenesis.

Previous studies have indicated that BAF complex plays essential roles for controlling expression of genes linked to developmental processes at promoter and enhancer regions^7,9^. It is also reported that the 5.5 kb upstream regulatory region of the mouse *Stat1* gene enriches with similar epigenetic signatures with proximal promoter region, functioning as a transcriptional enhancer and conserved among mammals^23^. To further validate the transcriptional regulation of BRD9 on *Stat1*, we cloned the predicted proximal promoter (2.6 kb, −1995 ~ +575) and the enhancer (1.2 kb, −6338 ~ −5138) region of *Stat1* into the PGL3-basic vector to drive the expression of luciferase reporter (Supplementary Fig. 4). We found that the *Stat1* proximal promoter construct in the presence of upstream enhancer region exhibited greater reporter activities than the *Stat1* proximal promoter alone, while BRD9 inhibition repressed the transcription activity of both *Stat1* promoter and enhancer apparently (Fig. 5k). Then, we conducted ChIP-qPCR in osteoclastic induced RAW264.7 cells and validated BRD9 could bind to the promoter and the enhancer of *Stat1* directly (Fig. 5l, Supplementary Fig. 4).

Mutations in *STAT1* gene have been shown to be in association with multifocal osteomyelitis in patients with Mendelian susceptibility to mycobacterial disease (MSMD), due to impaired inhibition of osteoclast differentiation and bone resorption^24,25^. We also detected there are multiple protein-altering variants, splice site variants and non-coding transcript or untranslated region variants in above predicted promoter and enhancer region of *Stat1*, from the European Variation Archive Release 3, as generated by the UCSC Genome Browser (Supplementary Fig. 5). The finding of enriched nucleotide variants near the binding sites of BRD9 at *Stat1*, further enlightens that the critical epigenetic regulation of BRD9 relates to human disease.

Collectively, all these results demonstrate that BRD9 promotes *Stat1* transcription by directly regulating its promoter and enhancer activity.

### FOXP1 interacts with BRD9 on *Stat1* transcriptional regulation

It is well-documented that chromatin remodeler regulates tissue- and stage-specific gene transcription with the facilitation of cofactors containing DNA sequence-specific binding functions^26,27^. As a critical component of the ncBAF complex, the biological roles of BRD9 largely depend on the collaborating TFs and the specific context^11,13,28^. To investigate the chromatin remodeling function of BRD9 and cofactors possibly facilitating the negative action of BRD9 on osteoclastogenesis, we conducted the Assay for Transposase-Accessible Chromatin with high throughput sequencing (ATAC-seq) and motif analysis.

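ATAC-seq uses the Tn5 transposase, which cuts and tags DNA where chromatin is open, so that sequenced fragments pile up at accessible regions. The ATAC-seq data came from BMDMs, the bone marrow-derived monocytes that become osteoclasts under M-CSF and RANKL, with 1 library for the MR + vector group and 1 library for the MR + iBRD9 group. Each library was made from 5000 cells treated for 24 h, in medium with 50 ng/ml M-CSF and 100 ng/ml RANKL. With 1 library per condition, every difference between the groups is a difference between 2 libraries and has no replicate check. According to the methods, the authors trimmed the reads, aligned them to the mouse genome GRCm39 with Bowtie 2, removed PCR duplicates, sampled both libraries down to a common number of mapped reads, called peaks in each library with MACS on whole read pairs and merged the peaks into a consensus set. Regions of that set with an absolute log2 fold change of at least 0.5 were taken as DARs. The authors deposited 3 tables of the DARs, 1 of gain DARs, 1 of loss DARs and 1 of both together, and the last held the same regions as the other 2. For each DAR, the tables give the position, the width, the number of the region in the consensus set, the nearest transcript, the distance to its TSS and an annotation class. They carry no read count, signal, fold change or p-value, so the depth behind a single DAR is unknown here and DARs could not be ranked or filtered by strength. The authors' deposited tables name the sex chromosomes X and Y as chromosomes 20 and 21. From these tables, DARs were counted, their sequence was read from GRCm39, and gain DARs were compared with loss DARs by their percentile among 10000 random relabellings of gain and loss. Such a percentile describes these 2 libraries and is not a p-value for the treatment.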

The chromatin accessibility profile changed significantly with 12988 peaks in control group and 10795 peaks in BRD9 inhibition group, among which there are 6092 overlap peaks (Fig. 6a, b). Differentially accessible regions (DARs) between two groups were further compared and showed 3165 gain DARs and 2489 loss DARs after BRD9 inhibition (|log_2_(fold change)| > = 0.5) (Fig. 6c). 

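The authors' deposited tables listed 3161 gain DARs and 2489 loss DARs, against 3165 and 2489 in the paper's text. Gain DARs made up 55.9% of the 5650 DARs, although the paper counts fewer peaks in the BRD9 inhibition group than in the control group. The share thus does not show a net opening of chromatin. The region numbers in the authors' deposited table run up to 21333, so the DARs came to 26.5% of the highest number. That number is larger than the count of different peaks in Fig. 6b, and how the regions were numbered is not stated, so 26.5% need not be the share of peaks that changed. DARs were short, with a median width of 186 bp among gain DARs and 187 bp among loss DARs in the authors' deposited tables. The smallest width was 150 bp, and 1155 DARs (20.4%) had exactly that width, 653 of them gain DARs and 502 loss DARs. The mean width differed between gain and loss DARs by 0.325 bp, at the 57.6th percentile of the random relabellings. Merging DARs of the same direction within 1 kb of each other gave 3155 gain and 2486 loss DARs. Counting only the autosomes and chromosome X gave 3155 and 2489.

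By chromosome, the autosomes held between 1.99 DARs per Mb on chromosome 15 and 2.52 DARs per Mb on chromosome 9, with more gain than loss DARs on every autosome. Chromosome X held 24 DARs, 14 gain and 10 loss, or 0.142 DARs per Mb. The 1 DAR on chromosome Y and the 5 DARs on unplaced sequence were all gain DARs. When the sequence of each DAR was aligned back to GRCm39, 6 DARs could not be placed uniquely.

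Neighbouring DARs did not share their direction more often than chance. Among the 1289 pairs of consecutive DARs at most 100 kb apart, 625 pairs (48.5%) had the same direction, against a mean of 50.7% over the random relabellings. Within 5 kb, 30 of 85 pairs (35.3%, 95% Wilson interval 26.0% to 45.9%) had the same direction, at the 0.18th percentile. The comparison of neighbours was not planned, and the limit of 5 kb was chosen after seeing the data, among 8 distance ranges. These intervals cover counting error alone. The paper states from the peaks in each group that the accessibility profile changed, and compares the DARs after that.

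**Figure D1:**
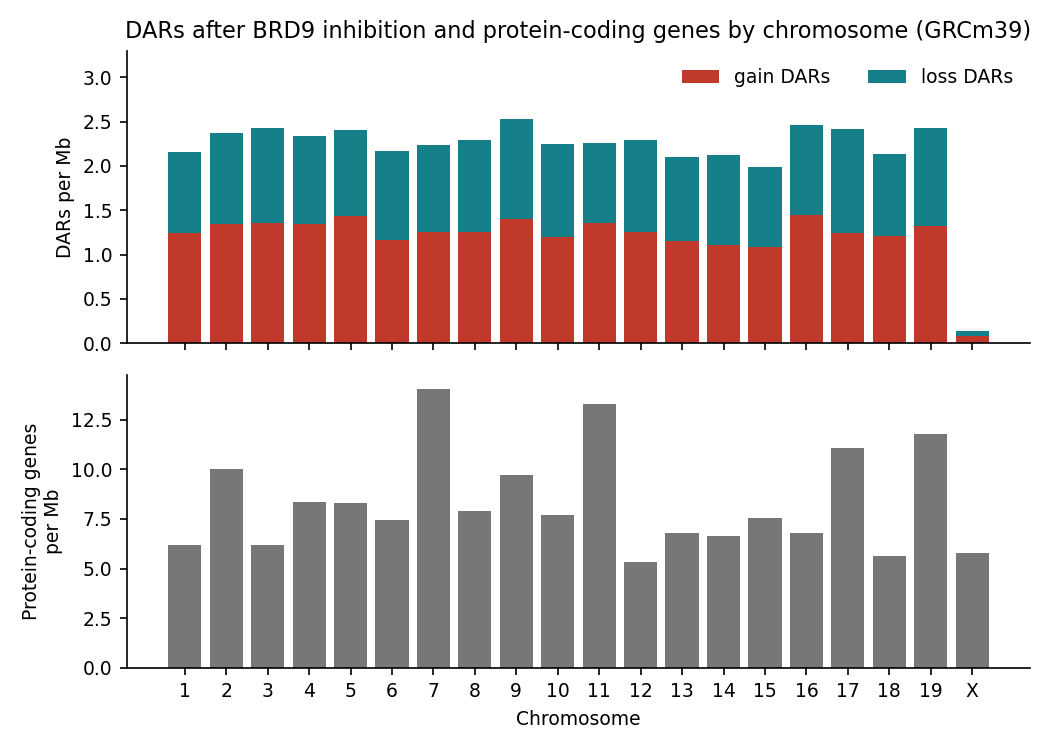
Upper panel, gain and loss DARs per Mb (stacked bars) on each autosome and chromosome X of GRCm39. Lower panel, protein-coding genes per Mb in the GENCODE M39 annotation. DARs per Mb lie between 1.99 and 2.52 on the autosomes and at 0.142 on chromosome X, while protein-coding genes range from 5.32 per Mb on chromosome 12 to 14.0 per Mb on chromosome 7.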

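Each DAR in the authors' deposited tables carries an annotation class and the distance to the TSS of the nearest transcript. The median distance in the authors' deposited tables was 11388 bp for gain DARs and 12946 bp for loss DARs, and 247 gain and 193 loss DARs covered a TSS. Most DARs were away from promoters. The authors' deposited table classed 1282 gain DARs (40.6%) and 1018 loss DARs (40.9%) as distal intergenic, and 1075 gain DARs (34.0%) and 870 loss DARs (35.0%) as intronic. Promoter DARs numbered 520 among gain DARs (16.5%, 95% Wilson interval 15.2% to 17.8%) and 409 among loss DARs (16.4%, 15.0% to 17.9%) in the authors' deposited tables. The promoter share of gain DARs was at the 51.2th percentile of the random relabellings, so gain and loss DARs could not be told apart by their promoter share. The intron, exon and distal intergenic shares were also within the range of the relabellings, at the 23.5th, 89.9th and 39.5th percentiles for gain DARs.

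The promoter class in the authors' deposited table holds 440 DARs at a TSS, 489 up to 3 kb upstream of it and 0 downstream of it, while 583 DARs within 3 kb downstream of a TSS were classed as exon, intron or another feature. A promoter defined as a distance of at most 3 kb in either direction moved the shares most, to 27.1% of gain DARs and 26.4% of loss DARs. The promoter DARs of the authors' deposited tables belonged to 520 genes for gain DARs and 406 genes for loss DARs, with 3 genes in both sets.

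DARs were closer to genes than random positions. The middle of 15.4% of gain and 15.3% of loss DARs lay within 1 kb of the TSS of a protein-coding transcript in GENCODE M39. At random positions the share was 4.32%. These were 91039 positions at which a simulated read of 150 bp could be placed uniquely. Their shares were weighted by chromosome length. Within 50 kb of such a TSS, the shares were 61.1% of gain DARs, 57.3% of loss DARs and 52.3% of random positions. In a comparison not planned before the data were seen, the difference between gain and loss DARs was at the 99.8th percentile of the random relabellings within 50 kb, at the 98.2th within 10 kb, at the 83.6th within 3 kb and at the 57.0th within 1 kb. The distance to the listed TSS over all DARs, on a log scale, did not differ beyond the relabellings (13.2th percentile).

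**Figure D2:**
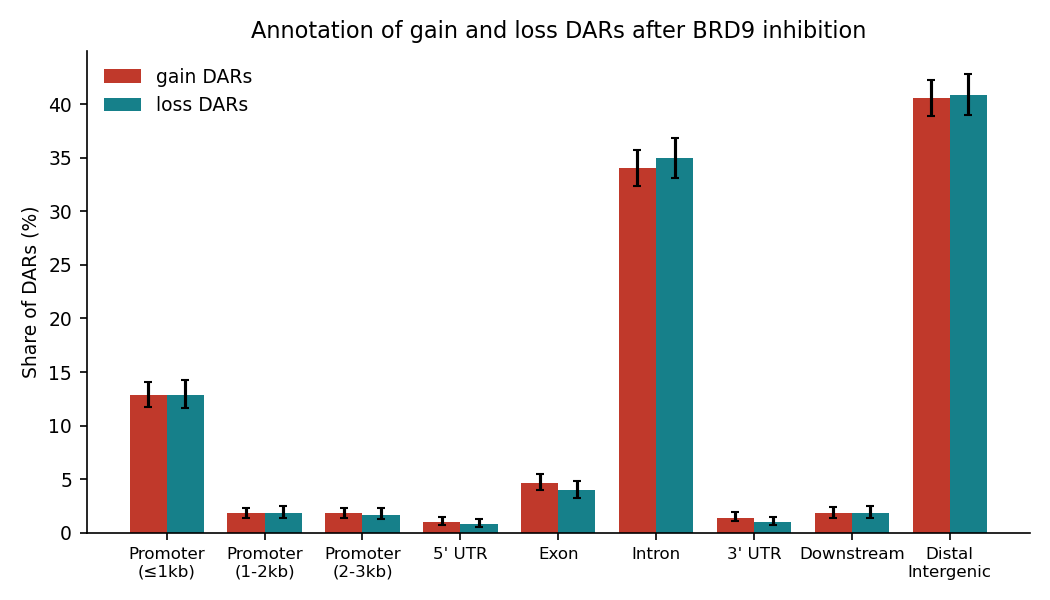
Share of gain and loss DARs in each annotation class of the authors' deposited tables. Error bars are 95% Wilson intervals, which cover counting error alone. In every class the intervals of gain and loss DARs overlap, as for distal intergenic DARs at 40.6% and 40.9%.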

Then the gain and loss DARs around TSS after BRD9 inhibition were annotated and enriched using GO analysis (Fig. 6d). Significant GO terms enriched in gain DAR-genes after BRD9 inhibition related to the phosphatidylethanolamine, glycerolipid, and phospholipid biosynthetic process, which were reported to promote osteoclast fusion^29,30^. 

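Gene Ontology annotations were not used here. In their place, lists of genes for the processes of Fig. 6d were fixed before the data were examined. Each list was set against the nearest genes in the authors' deposited tables. The paper found these processes in the same DARs, so a lean of a list in the paper's direction is no independent evidence. Gain genes were only compared with loss genes. That does not test the paper's enrichment of DAR-genes over other genes, so a percentile inside the relabellings does not contradict Fig. 6d. Of 16 genes of phosphatidylethanolamine biosynthesis, 5 were nearest to a gain DAR and 1 to a loss DAR. The gain share of this list was at the 89.7th percentile of the random relabellings, and only 6 gain genes of 6 (98.4th percentile) would have been beyond the relabellings on the gain side. A gain DAR covered the TSS of Chkb (choline kinase beta, chromosome 15 from 89313582 to 89313731), of Selenoi (ethanolaminephosphotransferase 1, chromosome 5 from 30437306 to 30437632) and of Pisd (phosphatidylserine decarboxylase, chromosome 5 from 32942792 to 32943241) in the authors' deposited table. It also placed a gain DAR 1685 bp upstream of the TSS of Ptdss2 (phosphatidylserine synthase 2, chromosome 7 from 140732684 to 140732851) and one in an exon, nearest to Lpin2. The loss DAR of the list covered the TSS of Pemt, which encodes the enzyme that methylates phosphatidylethanolamine (chromosome 11 from 59937309 to 59937525 in the authors' deposited table).

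Of 50 genes of glycerolipid and phospholipid biosynthesis, 3 were nearest to a gain DAR and 2 to a loss DAR, at the 56.5th percentile, where 5 gain genes of 5 would still have been inside the relabellings (97.2th percentile). The authors' deposited table placed gain DARs at the TSS of Pip5k1c (chromosome 10 from 81128473 to 81128861) and Mboat1 (chromosome 13 from 30320266 to 30320508) and in the 5′ UTR of Agpat3, and loss DARs in introns for Pik3c3 and Pip4k2a. With genes counted only where the DAR was in the promoter class, the 2 genes left in this list were both gain genes. The paper relates gain DAR-genes in these processes to osteoclast fusion.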

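Among 42 genes of apoptotic signaling, 4 were nearest to a loss DAR and 2 to a gain DAR, which put the gain share at the 15.1th percentile of the random relabellings. A loss DAR covered the TSS of Casp8, the initiator caspase of the extrinsic pathway (chromosome 1 from 58841568 to 58841785 of GRCm39 in the authors' deposited table). Further loss DARs of the authors' deposited table lay 175 bp upstream of the TSS of Rela (chromosome 19 from 5687171 to 5687336), in the 5′ UTR of Apaf1 (chromosome 10 from 90917844 to 90918072) and between genes, 4842 bp upstream of Mcl1. The authors' deposited table placed a gain DAR in an intron, nearest to Birc3.

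Among 30 genes of catecholamine and dopamine metabolism, 3 were nearest to a gain DAR and 3 to a loss DAR, at the 38.9th percentile. The authors' deposited table placed loss DARs at the TSS of the dopamine receptor gene Drd1 (chromosome 13 from 54209676 to 54209825), 299 bp upstream of the TSS of the nicotinic receptor gene Chrnb2 (chromosome 3 from 89671007 to 89671191) and in an intron for Itgb2. It placed gain DARs in introns for Moxd1 and Slc6a3 and in an exon for Abat. With promoter DARs alone, both lists held 2 loss genes and 0 gain genes, at the 9.49th percentile for apoptotic signaling and the 9.67th percentile for catecholamine and dopamine metabolism. With 2 genes, 0 gain genes is the lowest outcome possible, so these promoter counts could not fall beyond the relabellings and decide nothing.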

And significant GO terms enriched in loss DAR-genes after BRD9 inhibition related to apoptotic signaling and catecholamine/dopamine metabolic process, which were reported suppressing osteoclast differentiation^31^. The change on the chromatin accessibility landscape after BRD9 inhibition suggests, beside of IFN-β signaling pathway, multiple affected processes could also contribute to BRD9-mediated negative regulation on osteoclastogenesis.

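Of 48 genes of the IFN-β response, 3 were nearest to a DAR. The authors' deposited table placed a loss DAR at the TSS of Gbp2 (chromosome 3 from 142326372 to 142326542), a gain DAR 253 bp upstream of the TSS of Gbp5 (chromosome 3 from 142199337 to 142199486) and a gain DAR in an intron, nearest to Ifnar2 (chromosome 16 from 91173657 to 91173835). The gain share of this list was at the 61.4th percentile of the random relabellings, but 3 genes could not fall beyond them in either direction.

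Stat2, Ifnb1, Brd9 and Foxp1 were the nearest gene of no DAR, although a loss DAR of 150 bp lay inside an intron of Foxp1 (chromosome 6 from 99312195 to 99312344 in the authors' deposited table) and was assigned there to the noncoding gene Gm20705. The tables list changed regions alone, so an unchanged peak at a gene would not be seen in them.

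Of 28 genes of osteoclast differentiation, 5 were nearest to a gain DAR and 3 to a loss DAR, with Mitf counted in both, at the 67.0th percentile. A gain DAR covered the TSS of Spi1, which encodes the myeloid factor PU.1 (chromosome 2 from 90927002 to 90927219 in the authors' deposited table). The other gain genes were Itgb3 and Prdm1 with intronic DARs and Fosl2 with a DAR in the 3′ UTR. The loss DAR nearest to Fos was intergenic, 15090 bp from its TSS (chromosome 12 from 85536775 to 85536992), and the loss DAR nearest to Tnfrsf11a, the RANK gene, was intronic in the authors' deposited table. Acp5, Mmp9, Ctsk, Dcstamp, Nfatc1 and Myc were the nearest gene of no DAR. Over all 7 lists, 20 genes were nearest to a gain DAR and 14 to a loss DAR, at the 64.6th percentile.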

**Fig. 6:**
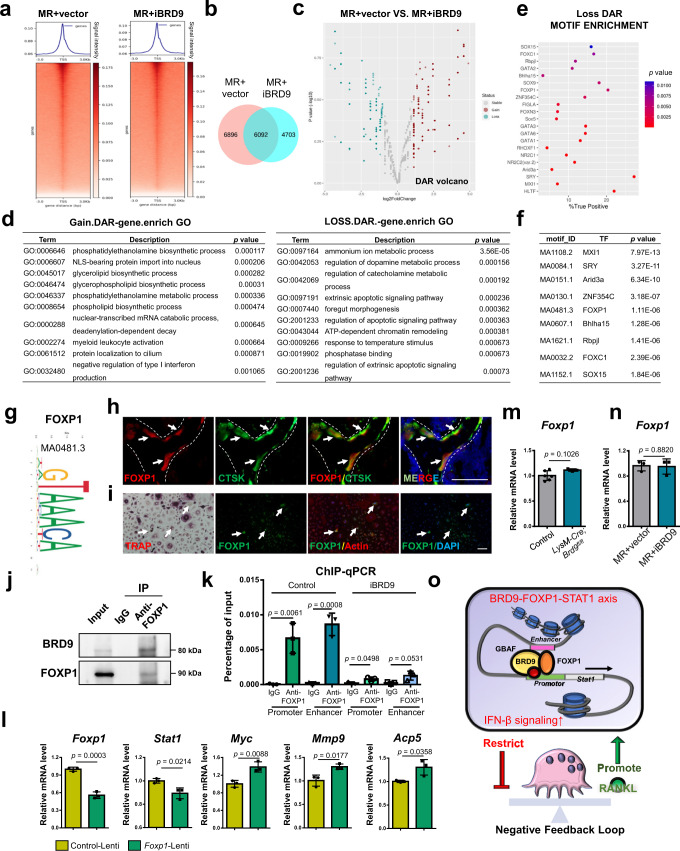
FOXP1 interacts with BRD9 to regulate *Stat1* transcription during osteoclastogenesis. **a** Heatmap showing the average ATAC-Seq signal centered on the transcription start site (TSS) of the nearest genes in osteoclastic induced BMDMs after control and iBRD9 treatment. Color scale represents average signal intensity. **b** Venn diagram showing the overlapping and discrepant peaks between control and iBRD9 group. **c** Volcano plot depicting differentially accessible region (DAR) between control and iBRD9 group. **d** GO terms of genes with gain and loss DAR around TSS after BRD9 inhibition. **e** Dot bubble plot showing the loss DAR motif enrichment after BRD9 inhibition. **f** Motifs enriched in BRD9 binding while loss after BRD9 inhibition. **g** The FOXP1 motif logo. **h** FOXP1 immunofluorescence (red) and CTSK (green) in the mouse distal femur at 4 weeks. Scale bar, 100 μm. **i** FOXP1 immunofluorescence (green), TRAP staining (red) and actin (red) in BMDMs after 3 days of RANKL-induction. Scale bar, 100 μm. **j** Co-IP assay with FOXP1 antibody (or IgG) in BMDMs during osteoclastic induction, followed by immunoblotting of BRD9 and FOXP1. **k** ChIP assay with FOXP1 antibody (or IgG) in RAW264.7 cell during RANKL-induction treated with iBRD9 or vector. *n* = 3 biologically independent samples. **l** The mRNA of *Foxp1*, *Stat1*, *Myc*, *Mmp9* and *Acp5* in osteoclastic induced RAW264.7 cell treated with *Foxp1* knockdown lentivirus (*Foxp1*-Lenti) or control lentivirus (Control-Lenti). *n* = 3 biologically independent samples. **m** The mRNA of *Foxp1* in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ (*n* = 3) and control mice (*n* = 6) at 4 weeks after 3 days of osteoclast differentiation. **n** The mRNA of *Foxp1* in BMDMs treated with iBRD9 after 3 days of osteoclast differentiation. *n* = 3 biologically independent samples. **o** Schematic drawing shows chromatin remodeling mediated by BRD9. All data in this figure are represented as mean ± SD. Negative binomial distribution used for **c**. Hypergeometric distribution test for **d**. the one-tailed Fisher’s Exact test for (**e**) and (**f**). Two-tailed Student’s *t*-test for (**m**), (**n**), (**k**), and (**l**). MR, M-CSF + RANKL. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

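The FOXP1 motif is AT-rich, with a core that reads RTAAACA, where R is A or G. The core was searched on both strands of each DAR in the GRCm39 sequence. It was present in 113 of 2489 loss DARs (4.54%, 95% Wilson interval 3.79% to 5.43%) and in 171 of 3161 gain DARs (5.41%, 4.67% to 6.25%). The share of loss DARs was at the 6.79th percentile of the random relabellings, so the core was not more frequent in loss than in gain DARs. In flanking sequence of the same length, 1 kb to either side, the core was present in 8.54% of windows around loss DARs and 8.23% around gain DARs. DARs had a higher GC content than their flanks, with a mean of 50.7% against 43.4%, which lowers the number of AT-rich sites expected by chance. Shuffling each DAR 20 times with its dinucleotides kept, a control chosen after seeing the data, gave the core in 3.22% of shuffled loss DARs and 3.15% of shuffled gain DARs. Against that control the core was 1.41 times as frequent in loss DARs and 1.72 times as frequent in gain DARs, while in the flanks it was 1.27 and 1.22 times as frequent as in shuffled flanks. In percentage points, the shorter motif TAAACA moved the shares most, to 9.04% of loss DARs and 8.92% of gain DARs. The longer motif GTAAACA lowered them to 1.89% and 2.34%, a larger change by ratio. The exact core is stricter than the matrix of Fig. 6g, which was not used here either. The methods name the MEME suite with default settings, but not the control sequence behind the motif enrichment of the paper. Comparing loss with gain DARs may thus measure something else than that enrichment.

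Among promoter DARs, 16 of 409 loss DARs and 22 of 520 gain DARs held the core. The paper reasons that motifs enriched both in loss DARs and at BRD9 binding sites mark factors that could cooperate with BRD9.

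**Figure D3:**
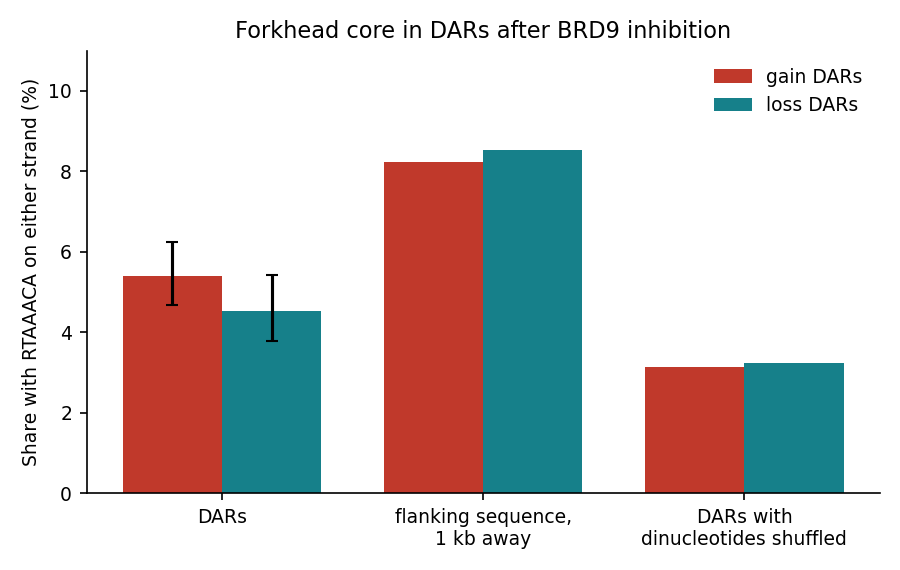
Share of gain and loss DARs with the core RTAAACA on either strand, in the DARs, in flanking sequence of the same length and in DARs with their dinucleotides shuffled. Error bars on the DARs are 95% Wilson intervals. DARs (5.41% and 4.54%) lie between the shuffled sequence (3.15% and 3.22%) and the flanks (8.23% and 8.54%).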

To identify potential interacting TFs of BRD9 during osteoclastogenesis, the top enriched loss motifs after BRD9 inhibition using the ATAC-seq data (Fig. 6e), were compared with BRD9 binding sites enriched motifs using the ChIP-seq data. Motifs enriched in BRD9 binding sites while loss after BRD9 inhibition suggests their potential cooperative interaction with BRD9, such as MXI1, SRY, Arid3a, ZNF354C, FOXP1 (Fig. 6f).

Among these motifs, we noticed FOXP1 (Fig. 6g), a member of the hepatic nuclear factor-3/forkhead domain family of winged-helix transcription factors, that is indispensable for normal development events^32^. Previous study has shown that overexpressing human *FOXP1* in monocyte/macrophage lineage cells using the CD68 promoter attenuated osteoclastogenesis and bone resorption activity in transgenic mice, suggesting the negative regulatory function of FOXP1 on osteoclast differentiation^33^. While the cellular mechanism and downstream signaling pathways is still unclear. We found that FOXP1 is expressed in CTSK + osteoclasts underneath the growth plate in the distal femur and osteoclasts (Fig. 6h, i). Based on the finding of its co-occupancy with BRD9 at genome above, we further hypothesized that FOXP1 may participate in the inhibitory function of BRD9 during osteoclastogenesis, at least partially through STAT1/IFN-β signaling pathway.

We scanned that FOXP1 TF-binding-site motif hits in the transcriptional regulatory region of *Stat1* and found there are multiple hits in the predicted proximal promoter region and enhancer region, where BRD9 binding (Supplementary Fig. 6). Then, co-immunoprecipitation (IP) assay confirmed the physical interaction between BRD9 and FOXP1 in BMDMs during osteoclast differentiation (Fig. 6j). To further validate the binding and transcriptional regulation function of FOXP1 on *Stat1*, we conducted ChIP-qPCR and *Foxp1* knockdown assay using lentivirus vector. As expected, we validated FOXP1 could bind to the *Stat1* promoter and enhancer directly, where BRD9 binding, while the binding function of FOXP1 at *Stat1* was compromised after BRD9 inhibition (Fig. 6k). And *Foxp1* knockdown with lentivirus vector leads to downregulated *Stat1*, accompanied with upregulation of osteoclastic differentiation genes compared with control lentivirus group, recapturing the regulatory function of BRD9 (Fig. 6l). We further excluded the possibility that it is the downregulated gene expression of *Foxp1* after BRD9 deletion or inhibition that leads to the compromised binding and regulatory function at *Stat1*, as shown with unchanged gene expression of *Foxp1* in BMDMs from *LysM-Cre;Brd9*^*fl/fl*^ mice compared with that from control littermates after RANKL-induction (Fig. 6m) and in BMDMs from wild-type mice after BRD9 inhibition (Fig. 6n).

In summary, these results clearly show that FOXP1 is one of the critical cofactors of BRD9 during *Stat1* transcriptional activation and their negative feedback regulation during osteoclastic differentiation (Fig. 6o).

### Function specificity of BRD9 distinguished from BRD4

PROTACs (Proteolysis-Targeting Chimeras), the direct protein-specific degradation using bifunctional molecules with peptides to bridge E3 ligases and target protein ligand, are reported as a promising therapeutic strategy for various diseases in clinical trials^34^. We have further evaluated the function of BRD9 during osteoclastogenesis using a chemical PROTAC BRD9 degrader, dBRD9^35^. Consistently, we confirmed the dose-dependent increase on the number and size of TRAP + multinuclear differentiated osteoclasts from RANKL-induced BMDMs with dBRD9 treatment, without apparent cell toxicity under the concentration of 1 μM (Fig. 7a, b). The concentration of 0.3 μM dBRD9 was chosen for further evaluations for its most prominent function on promoting osteoclastogenesis. Consistent with the results using iBRD9, we identified IFN-β signaling activity, as one of the top downregulated signaling pathways after BRD9 degradation based on the transcriptional profile (Supplementary Table 1) and found that BRD9 degradation leads to enhanced expression of osteoclastogenic genes of *Mmp9*, *Acp5, Dcsstamp*, and downregulated expression of *Stat1* (Fig. 7c). Furthermore, the increased osteoclastogenesis after dBRD9 treatment was rescued after IFN-β signaling upregulation, as shown with the decreased number and size of TRAP + differentiated osteoclasts (Fig. 7d), as well as the downregulated expression of osteoclastogenic genes of *Mmp9*, *Acp5*, and *Dcstamp* (Fig. 7e).

**Fig. 7:**
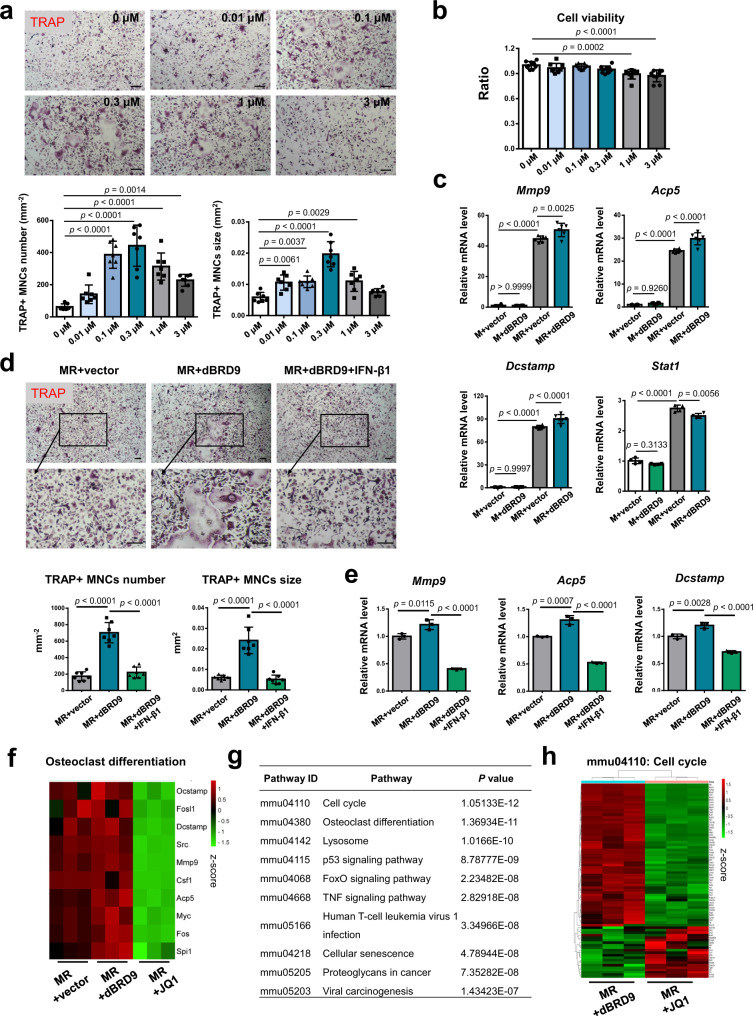
Function specificity of BRD9 distinguished from BRD4. **a** TRAP staining and quantification analysis of RANKL-induced BMDMs with 3 days of dBRD9 at different concentration. Scale bar, 200 μm. *n* = 7 biologically independent samples. **b** Cell viability of RANKL-induced BMDMs with 1 day of dBRD9 at different concentration, shown by cell counting kit 8 assay. *n* = 9 biologically independent samples. **c** The mRNA expression of *Mmp9, Acp5, Dcstamp,* and *Stat1* in BMDMs after 2 days of 0.3 μM dBRD9 or vector treatment with or without RANKL-induction, as measured by qPCR. *n* = 6 biologically independent samples for *Mmp9, Acp5, Dcstamp; n* = 4 biologically independent samples for *Stat1*. M-CSF, M; RANKL, R. **d** TRAP staining and quantification analysis of BMDMs treated with 3 days of 0.3 μM dBRD9 and 0.0625 ng/ml IFN-β1 during osteoclastic induction. Scale bar, 200 μm. *n* = 7 biologically independent samples. **e** The mRNA expression of *Mmp9, Acp5* and *Dcstamp* in BMDMs treated with 2 days of 0.3 μM dBRD9 and 0.0625 ng/ml IFN-β1 during osteoclastic induction, as measured by qPCR. *n* = 3 biologically independent samples. M-CSF, M; RANKL, R. **f** Heatmap showing the change on the transcriptional profile of critical osteoclast-related genes between dBRD9 and JQ1 treated BMDMs during osteoclastogenesis. **g** GO analysis shows the enriched top ten changed signaling pathway in JQ1-treated group compared with the dBRD9-treated group. **h** Heatmap showing the cell cycle-related signature genes in JQ1-treated group compared with the dBRD9-treated group during osteoclastogenesis. All data in this figure are represented as mean ± SD. Hypergeometric distribution test for **g**. One-way analysis of variance (ANOVA) with Dunnett’s multiple comparisons test for (**a**) and (**b**); with Tukey’s multiple comparisons test for (**c**), (**d**), and (**e**). Color scale in **f** and **h** represents normalized gene FPKM value by z-score scheme. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

It is reported that BRD9 regulates macrophage activation via cooperation with BRD4^12^. In contrast to our findings of the inhibition function of BRD9 on osteoclastogenesis, previous studies showed BRD4 inhibition suppressed RANKL-induced osteoclastogenesis^22^. To distinguish the function specificity of BRD9 with BRD4, we have compared the transcriptional profile after BRD9 degradation with dBRD9 and BRD4 inhibition with JQ1 during osteoclastogenesis. Besides of the apparent opposite change on the osteoclast-related genes (Fig. 7f), the enriched top ten changed signaling pathway in JQ1-treated group compared with the dBRD9-treated group were listed (Fig. 7g). We have noticed that the cell cycle and osteoclast differentiation process are on the top changed pathways in JQ1-treated group compared with dBRD9-treated group. The cell cycle-related signature genes were apparent downregulated in JQ1-treated group (Fig. 7h), suggesting their potential roles leading to the opposite effect between dBRD9 and JQ1 during osteoclastogenesis. The solid mechanism studies need to be fulfilled in the further.

### BRD9 degrader mitigates ZOL-related ONJ

ZOL-related ONJ is related to compromised osteoclastogenesis in patients after tooth extraction, with long-term medication of strong anti-bone resorptive agents^36^. In addition, recent studies have also unveiled that the pathogenesis of ONJ is also related to excessive macrophage activation and inflammation process^37^. While, no clinical procedure is available to prevent or effectively treat ONJ at present. Given the efficacy of chemical PROTAC dBRD9 shown in preclinical models of synovial sarcoma and leukemias^10,38^, we presumed that local treatment of dBRD9 degrader that characterized with both pro-osteoclastogenesis and anti-inflammatory response^12,13^, could prevent or mitigate ONJ effectively.

To test this hypothesis, we sought to develop a mouse model of ONJ-like disease by treating 6-week-old WT C57BL/6J mice with ZOL (125 μg/kg body weight; twice per week) and DEX (5 mg/kg body weight; weekly) for 4 weeks^39^. Two weeks after the initial ZOL/DEX injection, the maxillary left first molar was extracted from the mice. Silk fibroin (SF) has been widely used in bone tissue engineering due to its biocompatibility and controlled biodegradability^40^. In addition to providing suitable platforms for diverse chemical cues, the injectable and photocuring properties of SF entitled it as an ideal biomaterial for the bone regeneration of tooth extraction sockets in oral medicine. Therefore, a modified injectable photocuring SF containing BRD9 degrader was constructed and filled into the alveolar bone sockets immediately after tooth extraction, with SF containing vector as control group. After another two weeks, the maxillary bones in each group were collected for evaluation (Fig. 8a).

**Fig. 8:**
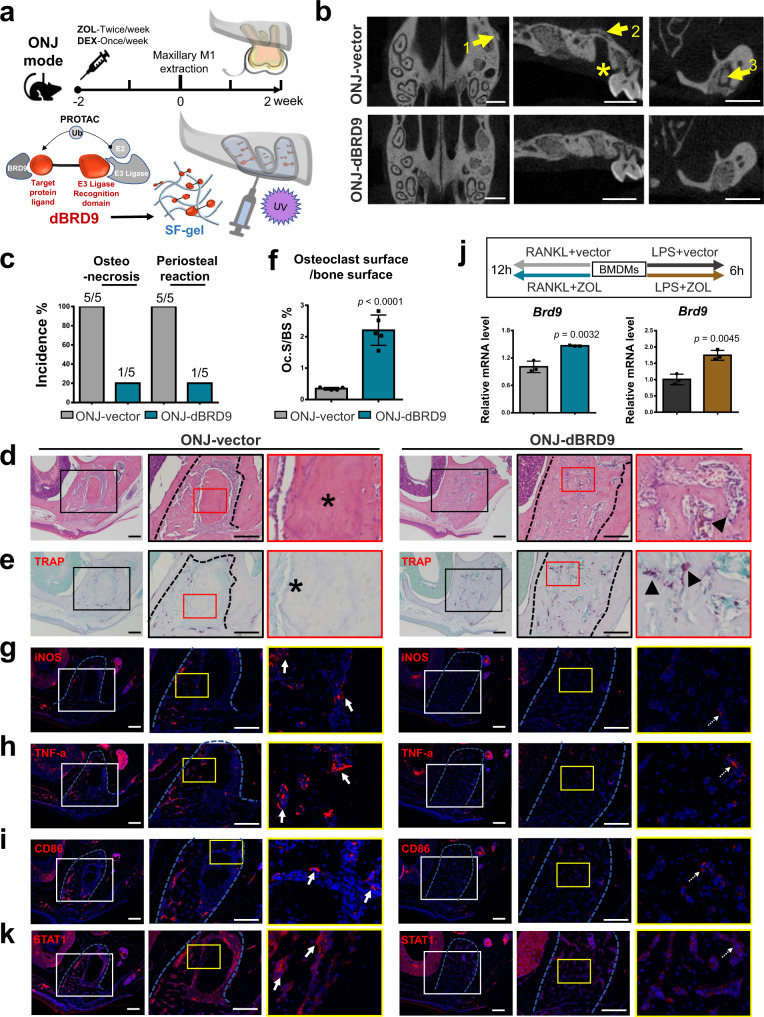
BRD9 degrader mitigates ZOL-related ONJ after tooth extraction. **a** Schematic illustrating the protocol used to establish ZOL-related ONJ model and dBRD9 degrader treatment. **b** μCT imaging of the maxillary bone from mice in dBRD9 degrader treated group and the control group. Yellow arrow 1 indicates severe periosteal reaction. Yellow arrow 2 indicates hyper-osseous maxillary sinus floor. Yellow arrow 3 indicates osteosclerotic patterns and sequestrum. Asterisk indicates insufficient amount of bone. Scale bar, 1 mm. **c** The incidence rate of osteonecrosis and periosteal reaction of the maxillary bone from mice in dBRD9 degrader treated group and the control group. *n* = 5. **d** H&E staining of the periodontal and alveolar bone area from mice in BRD9 degrader treated group and the control group. Colored boxes in the left are shown at higher magnification in right. Black dashed lines outline the boundary of the healed extraction sockets. Asterisk indicates necrotic alveolar bone with empty lacunae. Scale bar, 200 μm. **e** TRAP staining and **f** quantification of the periodontal and alveolar bone area from mice in BRD9 degrader treated group and the control group. Colored boxes in the left are shown at higher magnification in right. Arrows point to TRAP-positive osteoclasts. Asterisk indicates no signal. Scale bar, 200 μm. *n* = 5. Immunofluorescence staining of **g** iNOS (red), **h** TNF-a (red), **i** CD86 (red), **k** STAT1 (red) of the periodontal and alveolar bone area from mice in BRD9 degrader treated group and the control group. Colored boxes in the left are shown at higher magnification in right. Blue dashed lines outline the boundary of the healed extraction sockets. Arrows indicates positive signal. Scale bar, 200 μm. **j** The mRNA expression of *Brd9* in ZOL or vector-treated BMDMs during LPS-induced macrophage activation and RANKL-induced osteoclastogenesis at indicated timepoint. *n* = 3 biologically independent samples. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**f**) and (**j**). All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Alveolar bone healing assessment by μCT imaging showed severe periosteal reaction (Fig. 8b, arrow 1), hyper-osseous maxillary sinus floor (Fig. 8b, arrow 2) and insufficient amount of bone filled with osteosclerotic patterns and sequestrum (Fig. 8b, arrow 3) at the molar extraction site in the mice from ONJ-control vector group. While the molar extraction sockets in the mice from ONJ-dBRD9 group are filled with well-organized newly formed trabecular bone (Fig. 8b), with 80% reduced incidence rate of osteonecrosis and periosteal reaction compared within the mice from ONJ-control vector group (Fig. 8c). Histologic examination showed that the necrotic alveolar bone with empty lacunae in control mice (Fig. 8d, asterisk) were much attenuated in the healed extraction sockets in the dBRD9 group with well-organized bone tissue structure infilled with blood vessels (Fig. 8d, arrowhead).

TRAP staining and quantification analysis showed the locally increased osteoclasts that participating the active bone remodeling on the bone surface of the healed extraction sockets in dBRD9 degrader treated group comparing with the control group (Fig. 8e, f). Immunofluorescence staining of iNOS (Fig. 8g), TNF-α (Fig. 8h) and CD86 (Fig. 8i) showed the locally alleviated inflammatory response on the bone surface of the healed extraction sockets in dBRD9 degrader treated group comparing with the control group.

The well-matched indications of applying dBRD9 for ZOL-induced ONJ urger us to investigate the potential linkage between the pathogenesis and BRD9 function during both osteoclastogenesis and macrophage activation. Interestingly, our preliminary data showed that ZOL treatment could lead to upregulated expression of BRD9 in BMDMs during both RANKL-induced osteoclastogenesis and lipopolysaccharide (LPS)-induced macrophage activation (Fig. 8j). The finding recalls the function mechanism of BRD9, and also suggests the application of dBRD9 for ZOL-induced ONJ is one potential ideal etiotropic therapy. As expected, as one of the critical downstream targets of BRD9, STAT1 is downregulated in dBRD9 degrader treated group comparing with the control group in vivo (Fig. 8k).

Taken together, leveraging the advantages of pharmacological modulation of BRD9 and flexible injectable SF biomaterial scaffolds, we designed a local bone regeneration system for tooth extraction defects, which effectively prevents and mitigates ZOL-related ONJ. These results echo the molecular mechanism of BRD9 proved in our study, and more importantly provide a promising therapeutic strategy to prevent or effectively alleviate ONJ for patients with a long-term ZOL medication history in the future.

### BRD9 deletion/degradation mitigates LPS-induced bone resorption

It is well-documented that inflammatory stimuli usually upregulate RANKL expression in various types of cells such as bone marrow stromal cells and osteoblasts, and promote bone resorption, leading to overt bone loss in patients at clinical and animal models^41^. Given the inhibition role of BRD9 on anti-inflammatory response^12,13^, it is necessary to figure out the change on inflammation response and RANKL expression, besides of osteoclastogenesis, in the bone tissue of the BRD9-depleted mouse under both unstimulated and stimulated condition.

The results showed that, without additional infection, loss of *Brd9* led to slight inhibition on the basal expression of proinflammatory cytokines, such as TNF-α, iNOS, CD86, IL-1b with no apparent effect on RANKL in the femur bone tissue as shown with immunofluorescence staining, as well as the quantification analysis using qPCR (Supplementary Fig. 7). Localized aggressive periodontitis (LAP) is a common disease in oral medicine, which is characterized with hyper-inflammatory response and acute severe bone loss. Therefore, LPS-induced in periodontal alveolar bone loss was used as a model to evaluated the change on inflammation response and RANKL expression, besides of osteoclast activity, in the bone tissue of the *Brd9*-depleted mouse (Fig. 9a). Interestingly, although carrying osteoporosis phenotype (Fig. 9b, c, asterisks), the *Brd9*-depleted mouse showed resistant to LPS/ligation-stimulated local acute damage on the periodontal alveolar bone (Fig. 9b–d) and osteoclast activity (Fig. 9e, f) compared with the control mice. Cellular and molecular examination results suggested the alleviated acute local bone loss and osteoclast activity might be benefit from the resistance to LPS/ligation-stimulated hyper-inflammatory response and increased RNAKL in *LysM-Cre;Brd9*^*fl/fl*^ mice compared with control mice, as shown with immunofluorescence staining of TNF-α, iNOS, and RANKL (Fig. 9g).

**Fig. 9:**
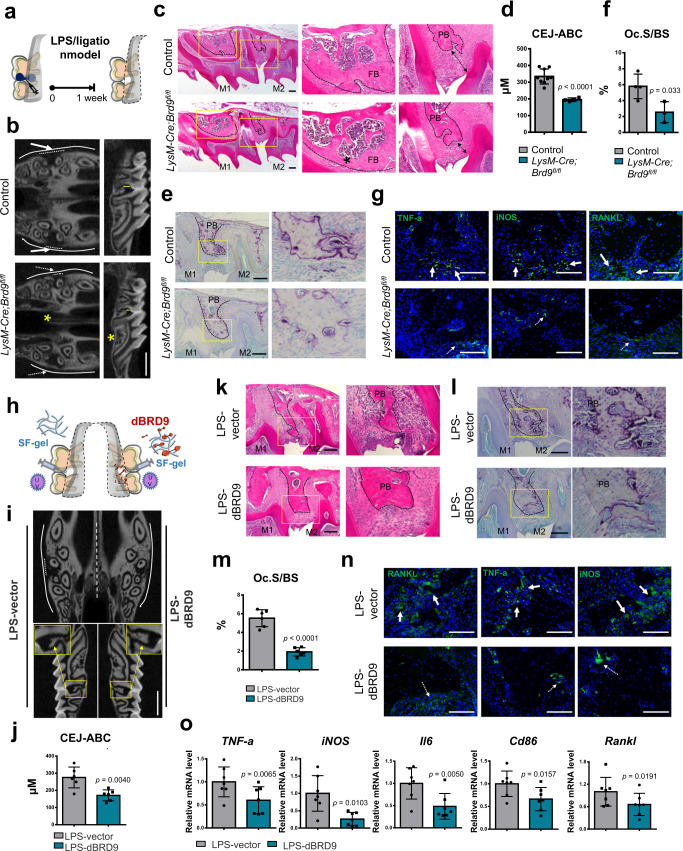
BRD9 deletion/degrader mitigates LPS-induced bone resorption. **a** Schematic illustrating the protocol for establishing LPS-induced localized aggressive periodontitis (LAP). **b** μCT imaging and **d** quantification of LPS-induced local alveolar bone loss in the maxillary bone from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice (*n* = 4) and littermate control mice (*n* = 9). Yellow line in **b** indicates cementum-enamel junction to alveolar bone crest (CEJ-ABC) distance (mm) in **d**. **c** H&E staining of LPS-stimulated maxillary bone from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. Arrows indicate distance between gingival sulcus bottom to alveolar bone crest. **e** TRAP staining and **f** quantification of LPS-stimulated maxillary bone from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice (*n* = 3) and littermate control mice (*n* = 4). **g** TNF-a, iNOS and RANKL immunofluorescence (green) in LPS-stimulated maxillary bone from 4-week-old *LysM-Cre;Brd9*^*fl/fl*^ mice and littermate control mice. **h** Schematic illustrating dBRD9 degrader treatment. **i** μCT imaging and **j** quantification of LPS-induced local alveolar bone loss in BRD9 degrader treated (right) and control (left) lateral of the maxillary bone from 6-week-old mice. *n* = 6. **k** H&E staining, **l** TRAP staining, and **m** quantification of LPS-induced local alveolar bone in BRD9 degrader treated and control lateral of the maxillary bone from 6-week-old mice. *n* = 6. **n** RANKL, TNF-a, and iNOS immunofluorescence (green) in LPS-induced local alveolar bone in BRD9 degrader treated and control lateral of the maxillary bone from 6-week-old mice. **o** The mRNA expression of *TNF-a*, *iNOS*, *Il6*, *Cd86,* and *Rankl* of LPS-induced local alveolar bone in BRD9 degrader treated and control lateral of the maxillary bone from 6-week-old mice. *n* = 7. All data in this figure are represented as mean ± SD. Two-tailed Student’s *t*-test for (**d**), (**f**), (**j**), (**m**), and (**o**). M1, first molar. M2, second molar. Asterisk in **b**, **c** indicates less bone mass. Scale bar in **b**, **i**, 1 mm; **c**, **e**, **k**, **l**, 200 μm; **g**, **n**, 100 μm. All experiments were performed in triplicates unless otherwise stated. Source data are provided in the Source data file.

Inspired by above findings, to test the prevention and therapeutic potential of dBRD9 for LPS/ligation-induced acute periodontitis and alveolar bone loss, the modified injectable photocuring SF containing BRD9 degrader, was further utilized and injected into the periodontal tissue during LPS/ligation induction, with SF containing vector in the contralateral (Fig. 9h). After 5 days, the alveolar bones in each group were collected for evaluation. The results showed that LPS/ligation-stimulated acute local bone loss (Fig. 9i–k), osteoclast activity (Fig. 9l, m), as well as macrophages activation and RANKL expression (Fig. 9n, o) in the periodontal alveolar bone were much attenuated in the dBRD9 group compared with control vector group.

Taken together, the anti-inflammatory effect of BRD9 deletion or degradation in bone tissue is likely more prominent under infection stimulated circumstance compared within the basal condition.

## Discussion

With the deepening understanding on the epigenetics during key developmental processes in organogenesis, an increasing number of studies have defined epigenetic changes as determinants of gene expression in osteoclastogenesis^42–44^. For example, the demethylation of H3K27me3 in the *Nfatc1* gene locus by Jumonji domain-containing 3 plays a critical role in osteoclast differentiation^42^; KDM4B-CCAR1-MED1 signaling axis induces euchromatinization changes near the promoters of osteoclast-related genes through H3K9 demethylation^44^. While the relationship between chromatin remodeler and osteoclast differentiation remains incompletely defined. Recent studies revealed that BRD9-mediated chromatin remodeling cooperates with TFs to modulate the expression of lineage-specific or stimulus-induced genes in cancer cell proliferation^45^, pluripotency^9^, inflammatory responses^12,13,15^ and antiviral activity^46,47^. For example, in mouse embryonic stem cells, BRD9 targets distinct genomic features from those targeted by canonical BAF complex and maintains members of the transcriptional network associated with pluripotency^9^; in cytokine stressed β-cells, inhibition of BRD9 increases the anti-inflammatory function of vitamin D receptor (VDR) through modulating VDR and BRD9 interaction to limit β-cell failure^15^; in macrophages, BRD9 acts as a genomic antagonist of glucocorticoid receptor (GR) at inflammatory-related genes, restricting the therapeutic efficacies of glucocorticoids on repressing inflammatory responses^13^. While the role of BRD9 in osteoclast formation is only now being addressed in our study. We revealed that BRD9 interacts with FOXP1 and provides chromatin accessibility for it at *Stat1* promoter and enhancer, activating IFN-β signaling thereafter. The finding of transcriptional activator role of BRD9 echoes the result from previous study that BRD9-binding sites are mainly associated with active chromatin regions in genome^7^, and also highlights the context-dependent roles of BRD9-containing ncBAF complex and its diverse cofactors in maintaining transcriptional networks in physiological and pathological process. Nevertheless, BRD9 is a rather conserved positive regulator of the Type I interferon signaling pathway and interferon-stimulated genes in multiple cell types whether that function is inflammatory^12,13^, antiviral^46,47^, or negative feedback as in the case of osteoclastogenesis in our study.

Previous mass spectrometry-based interaction proteomics experiments identified bromodomain as a major acetyl-lysine readers, associating with regulatory active enhancers^15,48^. IBRD9 is BRD9 bromodomain inhibitor and functions via impairing the acetyl-lysine recognition of BRD9^14^. Besides of proximal promoter, we observed enhancer-associated transcriptional abnormalities at *Stat1* in RAW264.7 cells after BRD9 inhibition, indicating that the regulatory role of BRD9-containing ncBAF, at least in part, via bromodomain-mediated interactions with chromatin regions marked with acetyl-lysine modifications.

Similar with BRD9, the bromodomain and BET protein family (BRD2, BRD3, BRD4, and BRDT) is also an important subfamily of bromodomain protein superfamily^49^. Interestingly, previous work demonstrated that a pan-BET protein inhibitor I-BET151 or a typical class of BRD4 inhibitors JQ1, suppressed osteoclast formation with inhibition on TRAP, MMP-9, and CTSK, by blocking RANKL-mediated MYC-NFAT axis, MAPK, and NF-κB pathways^50–53^. Therefore, although a recent study declaims that BRD9 regulates macrophage activation via cooperation with BRD4^12^, it is not likely the same case as for osteoclastogenesis. Our preliminary data showed the downregulated genes in JQ1-treated group compared with dBRD9-treated group, are enriched on cell cycle, ribosome biogenesis and DNA replication. Actually, BRD4 is reported conducting critical and general role in transcription regulation, in the genome of various normal and transformed cell types^54,55^. As such, *Myc*, which is essential for both cell cycle in tumorigenesis and TF regulatory network in osteoclastogenesis, is one conserved target of BRD4^22,52,56^. Therefore, BRD4-mediated transcription activation of genes, such as *Myc*, could entitle BRD4 the tumorigenic role and also positive role in osteoclastogenesis, which is distinct with the function of BRD9 demonstrated in our study. Solid mechanism studies with high-resolution insights into these transcriptional regulation processes mediated by these distinct factors needs to be explored in further studies.

FOXP1 contains both DNA-binding- and protein-protein binding-domains. It is reported that FOXP1-mediated repression of Jagged1 is pivotal in regulating embryonic neural stem cells differentiation^57^; FOXP1 binds to CSF1R promoter with corepressor NCOR2 involving in regulation of monocyte differentiation and macrophage functions^33^; and FOXP1 physically interacts with silencing mediator for retinoid and thyroid receptor and recruited to the *p21* promoter during myocardial development^58^. In bone tissue, it is also demonstrated that FOXP1 transcriptionally controls senescence and fate commitment of BMSCs via directly represses transcription of p16INK4A at promoter region or repress adipogenesis and osteogenesis-associated genes through interactions with the CEBPβ/δ complex or RBPjκ, respectively^59^. Contrary to its well-known repressor or corepressor role during organogenesis, our study has presented that FOXP1 binds to previously uncharacterized sites within the proximal promoter and enhancer of *Stat1*, functioning as a transcriptional co-activator with BRD9. This finding of the cooperation between FOXP1 and chromatin remodeler BRD9 not only expands its pleiotropic gene regulatory function, but also further highlights its cell type-specific manner during organogenesis.

Beside of FOXP1, other TFs could also cooperate with BRD9 during the negative feedback regulation during osteoclastogenesis. For example, it is reported that MXI1 (Max interactor 1), interacts specifically with Max to form heterodimers antagonizing the transcription activation of MYC^60^. Although there is lack of direct function evidence, the critical role of MYC in osteoclast differentiation implicates the potential repressor role of MXI1 during osteoclastogenesis. In addition, the decreased SRY (sex-determining region Y) is reported to related with the increased incidence of osteoporosis in human bone samples^61^. The potential cooperative interaction of BRD9 with these enriched TFs, further emphasized the critical role of BRD9-mediated chromatin remodeling during the negative regulation on osteoclastogenesis.

In this study, we confirmed the synergizing function of BRD9 inhibition and glucocorticoids during osteoclastogenesis, and the functional categories of iBRD9/DEX cooperatively regulated genes were enriched on metabolic process during osteoclastogenesis. Although it is distinct with iBRD9-alone regulated gene network, we still could get inspires from Wang et al.’s study^13^. The authors found that during macrophage activation, BRD9 loss could affect the glucocorticoid response of a set of GR binding sites that associated with cell metabolism and cell–cell adhesion, although without significant colocalization of BRD9, while through redistributing their GR binding to the sites associated with the inflammatory response gene network. While the underling sophisticated interaction and regulation network needs to be explored in further studies.

Our preliminary data showed that ZOL treatment leads to upregulated expression of BRD9 in BMDMs during both osteoclastogenesis and macrophage activation. The finding recalls the function of BRD9 on restricting osteoclastogenesis and promoting inflammatory response^12,13^, and also suggests the application of dBRD9 for ZOL-induced ONJ is one ideal etiotropic therapy. It provides clues extending our understanding on bisphosphonates mechanism of action and is worth further investigation. In addition, we also find that the acute bone loss caused by LPS-induced hyper-inflammatory response is kind of exempted from BRD9 deletion/degrader during the pathogenesis. Therefore, the complex osteoimmunology underlying the function of BRD9 on osteoclastogenesis and inflammatory response in physiological and pathological condition, is remained to be investigated deeply.

In summary, our study has identified a BRD9-FOXP1-STAT1 axis that is indispensable for the negative feedback loop and homeostasis of osteoclasts. These findings further expand our knowledge of the delicate interaction network among chromatin remodelers, TFs, and signaling pathways the homeostasis of bone-immune circuit, and also shed light on developing attractive therapeutic strategies for osteoclast-associated bone disease in the future.

## Methods

### Mice

*Brd9-flox* mice (Strain NO. T008489), *LysM-Cre* mice (Strain NO. T003822), and WT C57BL/6J mice (Strain NO. N000013) from GemPharmatech (Nanjing, China) and tdTomato (Strain NO. 007909) mouse line^62^ from Jackson Laboratory (Maine, USA) were used and cross-bred in this study. All mice were used for analysis regardless of sex. All mice were housed in pathogen-free conditions with constant ambient temperature (22 ± 2 °C) and humidity (55 ± 10%), with an alternating 12-h light/dark cycle. All mice were euthanized by carbon dioxide overdose followed by cervical dislocation. All animal studies were approved by the Institutional Animal Care and Use Committee at Ninth People’s Hospital, School of Medicine, Shanghai Jiao Tong University (SH9H-2022-A926-1).

### ZOL-related ONJ model

Six-week-old WT C57BL/6J mice were subjected to an injection of 125 μg/kg body weight ZOL (446, S1314, Selleck) intraperitoneally twice a week and 5 mg/kg body weight DEX (Sigma-Aldrich, D-085) subcutaneously weekly for 4 weeks (*n* = 5 per group). Under general anesthesia, the left maxillary first molar was atraumatically extracted 2 weeks after the initial injection. Silk fibroin protein was extracted from Bombyx mori cocoons^40^. Briefly, de-sericin process was performed by boiling Bombyx mori cocoons in Na_2_CO_3_ solution. After dissolved and dialyzed, the regenerated silk solution (3% w/v) was further frozen before lyophilization. To improve its stability in aqueous environments, scaffolds were autoclaved to induce β-sheet formation. Then dBRD9 (R&D, 6606) was mixed within the silk fibroin hydrogel at the final concentration of 0.3 mM before injection. Two weeks after the tooth extraction, the mice were sacrificed to harvest the maxilla from each mouse for μCT imaging, histologic and molecular examination.

### LPS/ligation induced periodontal bone loss model

To evaluate LPS-induced in periodontal alveolar bone loss, the 5-0 silk sutures soaked in 2 mg/ml LPS (Sigma-Aldrich, L2880) were placed between the cervical of the first and second maxillary molars in control and *Brd9*-depleted mouse under general anesthesia at 4-week-old. One week after the LPS/ligature application, the mice were sacrificed to harvest the maxilla from each mouse and fixed. After μCT scanning, these tissues were decalcified before processed for histological analysis. To test the prevention and therapeutic potential of dBRD9 for LPS-induced alveolar bone loss, the modified injectable photocuring SF containing BRD9 degrader, mentioned above, was further utilized and injected into the periodontal tissue during LPS/ligation induction in six-week-old WT C57BL/6J mice, with SF containing vector in the contralateral. After 5 days, the alveolar bones in each group were collected for μCT imaging, histologic and molecular examination.

### Micro-CT analysis

Micro-CT (μCT) analysis of fixed femur or maxillary bone was performed using a Skyscan 1176 (Bruker, Kontich, Belgium) at 50 kVp, 450 μA and a resolution of 9 μm. The obtained images were reconstructed with NRecon software (v1.7.1.0, Bruker, Kontich, Belgium). The region from 50 to 250 slices below the growth plate was analyzed for BV/TV, Tb.Th., Tb.N., and Tb.Sp, and the region from 500 to 550 slices below the growth plate was analyzed for Ct.Th and Ct.Pm using the program CTAn (v 1.16, Bruker, Kontich, Belgium).

### Histological analysis

Mouse femur or maxillary bone were dissected and fixed, followed by decalcification in 10% EDTA in PBS for 1–3 weeks depending on the age of the samples. The decalcified samples were dehydrated with serial ethanol and xylene and embedded in paraffin. The paraffin-embedded samples were then cut into sections with a thickness of 4 mm using a microtome (Leica). H&E staining (servicebio, G1005), von kossa staining (servicebio, G1043), TRAP Staining (sigma, 387 A) and ALP staining (Beyotime, C3206) were conducted following the manufacturer’s standard protocol. For dynamic bone histomorphometric analysis, double fluorescence labeling was performed^63^. Briefly, calcein (Sigma-Aldrich, C0875, 25 mg/kg) and Alizarin Red S (Sigma-Aldrich, A5533, 30 mg/kg) were administered to mice by intraperitoneal injection at 7 d and 2 d before sacrifice, respectively. Then the uncalcified bone tissues were dehydrated and embedded before sectioned at 8 mm. Nikon Eclipse Ti-U Microscope (Nikon, Japan) with NIS-Elements software (v4.5000.1117.0) and Zeiss Axio Scope A1 Microscope (ZEISS, German) with DP2-TWAIN software (v3.0.0.6212) were used to acquire images.

### Immunofluorescence staining

The decalcified samples were dehydrated in serial sucrose solutions and embedded in OCT compound (Tissue-Tek, Sakura). OCT-embedded samples were cryosectioned at 8 mm using a cryostat (Leica CM1850) followed by staining. For immunofluorescence staining, cryosections were soaked in blocking solution for one hour at room temperature and then incubated with primary antibodies diluted in blocking solution at 4 °C overnight. After washing three times in PBS, the sections were incubated with alexa-conjugated secondary antibodies and counterstained with DAPI. Antibodies used in immunofluorescence staining as following: BRD9 antibody (Abcam, ab259839, 1:100), CTSK antibody (Abcam, ab37259, 1:100), STAT1 antibody (Cell signaling, 9172, 1:100), FOXP1 antibody (Merck Millipore, ABE68, 1:100), RUNX2 antibody (Thermo Fisher Scientific, MA5-41185, 1:100), iNOS (Abcam, ab178945, 1:100) TNF-a (Thermo Fisher Scientific, PA5-19810, 1:100), CD86 (Cell signaling, 19589, 1:100), RANKL antibody (bioworlde, BS72037, 1:100), Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11008, 1:200), Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A-21207, 1:200), Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11001, 1:200) and Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A-11005, 1:200).

### Cell culture

Bone marrow cells were harvested from murine femurs of four to six-week-old WT C57BL/6J mice and cultured in α-minimum essential medium (α-MEM) containing 10% FBS and 1% penicillin-streptomycin overnight (Thermo Fisher Scientific, Waltham, MA, USA). For osteoclast induction, BMDMs were cultured into complete media with 50 ng/ml recombinant soluble murine M-CSF (PeproTech, 315-02) and 100 ng/ml recombinant soluble murine RANKL (PeproTech, 315-11). For activation of macrophages, BMDMs were cultured into complete media supplemented with 100 ng/ml LPS. RAW264.7 cells (Cyagen Biosciences, M3-0101) were maintained in DMEM media containing 10% FBS, 1% penicillin/streptomycin^63^. For osteoclast induction, RAW264.7 cell were cultured in presence of 100 ng/ml RANKL.

For the BRD9 inhibitor/degrader experiments, the cells were treated with either vehicle or varying concentrations of iBRD9 (Tocris Bioscience, 5591) or dBRD9 (R&D Systems, 6606) twenty-four hours after plated, as well as IFN-β1 cytokine (0.0625 ng/ml, R&D Systems, 8234-MB), DEX (10^−11^−10^−9 ^M), JQ1 (0.25 μM, Abmole Bioscience, M2167) and ZOL (10 μM, Abmole Bioscience, M5032). The cell viability was evaluated using Cell Counting Kit-8 (Cck8, CK04, Dojindo, Japan) after incubation for another twenty-four hours. For all the cultures, media was changed every two days until indicated timepoints.

### Lentivirus and plasmids transfection

*Stat1*-overexpression lentivirus (*HBLV-m-Stat1-HIS-ZsGreen-PURO*) with its control lentivirus (*HBLV-ZsGreen-PURO*), and *Foxp1*-knockdown lentivirus (*HBLV-m-Foxp1 shRNA1-NEO*) with its control lentivirus (*HBLV-NEO NC*) were purchased from Hanbio Biotechnology Co. Ltd (Shanghai). For lentivirus transfection, 2 × 10^5^ Raw264.7 cells were seeded in 12-well plates in α-MEM overnight and were infected with lentivirus expressing either target gene or control lentivirus at a multiplicity of 20. After 24 h, transfected Raw264.7 cell line were induced with 100 ng/ml RANKL for further test.

### Quantitative reverse transcription PCR (qPCR)

For qPCR analysis, RNA was extracted using TRIzol (Sigma, T9424) and was reverse-transcribed with the Prime Script RT master kit (TakaRa Bio Inc., RR036A). Then the relative amounts of each mRNA transcript were analyzed using Roche LightCycler 480 system (v1.5.1.74) with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725270). The expression of β-actin as an internal control. Primer sequences are listed in Supplementary Table 2.

### RNA-sequencing analysis

For RNA-sequencing analysis, libraries were prepared using NEBNext Ultra II RNA Library Prep Kit and then sequenced on Illumina NovaSeq 6000 platform. Raw reads were filtered using Cutadapt (v1.15) and aligned with the GRCm39 genome using HISAT2 v2.0.5. Read Count values on each gene were compared using HTSeq (v0.9.1) and normalized to FPKM. Then difference expression of genes was analyzed using DESeq (v1.30.0) (fold change > = 1.2 and *p* < 0.05) and R language Pheatmap (v1.0.8) software package. GO enrichment analysis of the different expressed genes was performed using topGO (v2.40.0) (*p* < 0.05). The enrichment analysis of the KEGG pathway of differential genes was performed using ClusterProfiler (v3.4.4) software (*p* < 0.05). GSEA analysis was performed to functionally annotate the relevant genes and assess the enriched signaling pathways using GSEA_Linux_4.1.0.

### Western blot and co-immunoprecipitation (co-IP)

For western blot analysis, total protein was obtained and homogenized in RIPA buffer (Cell Signaling, 9806 s) supplemented with protease inhibitor (Thermo Fisher Scientific, A32959). Western blot was performed per standard protocol and signals were detected using UVITEC Alliance system (v16.0.3.0). Uncropped and unprocessed scans of the blots are provided in the Source Data file. Antibodies used in western blot as follows: BRD9 antibody (Abcam, ab259839, 1:1000), MMP9 antibody (Abcam, ab228402, 1:1000), CTSK antibody (Abcam, ab37259, 1:1000), ACP5 antibody (Abcam, ab235448, 1:1000), β-actin antibody (Abcam, ab20272HRP, 1:5000), FOS antibody (Cell signaling, 4384, 1:1000), IFN-β1 antibody (Cell signaling, 97450, 1:1000), STAT2 antibody (Cell signaling, 72604, 1:1000), STAT1 antibody (Cell signaling, 9172, 1:1000), FOXP1 antibody (Cell signaling, 4402, 1:1000), Mouse IgG HRP-conjugated antibody (R&D, HAF007, 1:1000) and Rabbit IgG HRP-conjugated antibody (R&D, HAF008, 1:1000).

For co-IP, BMDMs after osteoclast induction were harvested and lysed in Pierce™ IP Lysis Buffer (Thermo Fisher Scientific, 87787). Then lysates were subjected to immunoprecipitation with anti-FOXP1 antibody (Cell signaling, 4402, 1:200) or normal Rabbit IgG (Cell Signaling, 2729, 1:4000) and protein A-Sepharose (VWR, CA97067-898). Immune complexes were washed and subjected to immunoblotting with anti-FOXP1 (Cell Signaling, 4402, 1:1000) or anti-BRD9 (Abcam, ab259839, 1:1000) antibodies.

### Dual luciferase reporter assays

The predicted *Stat1* proximal promoter region (2.6 kb, −2995 ~ +576) and enhancer region (1.2 kb, −6338 ~ −5138) was synthesized and cloned into pGL3-basic luciferase reporter as and pGL3-basic-2.6 kb (promoter) and pGL3-basic-3.8 kb (promoter + enhancer). For transfection, 2 × 10^5^ Raw264.7 cell line were seeded in 12-well plates in α-MEM overnight and were infected with above reporter clones using Lipofectamine 3000 transfection reagent (Thermo Fisher Scientific, L3000008) and Opti-MEM™ I Reduced Serum Medium (Thermo Fisher Scientific, 31985062) according to the manufacturer’s protocol. After 24 h incubation, transfected Raw264.7 cell line were treated with iBRD9 or control vector cultured in presence of 100 ng/ml RANKL. After another 24 h incubation, the cell was lysed for dual luciferase reporter gene assay kit (Beyotime, RG027) according to the manufacturer’s instructions. Renilla luciferase is used as an internal standard control, and the normalized reporter activity of all samples was compared. Each group had five replicate samples. Independent experiments were repeated in triplicate.

### ATAC-sequencing analysis and motif analysis

5000 cells from each group of osteoclastic induced BMDMs treated with iBRD9 or control vector for 24 h were used for preparation of ATAC-seq libraries according to the protocol described by Kaestner Lab (https://www.med.upenn.edu/kaestnerlab/protocols.html). The transposed DNA libraries were sequenced on Illumina Novaseq 6000 system with PE150 mode. Library sequencing quality was assessed using Cutadapt (v1.9.1). Trimmed libraries were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.2.6)^64^. PCR duplicates were removed and the number of mapped reads downsampled to a standard of ~20 M using Picard (v1.126) (http://broadinstitute.github.io/picard/). ATAC-Seq peaks were called subsequently using MACS (v3.0.0a6)^65^ (-f BAMPE -B --SPMR –keep-dup all). Then the high-confidence set of peaks from all samples were merged to acquire consensus peakset. Potential DARs from consensus peakset were annotated with |log_2_(fold change)| >= 0.5. Motif analysis on DARs was performed by MEME (v5.4.1) suite with default settings with *p* < 0.01^66^. Gene ontology enrichment was performed using R package ClusterProfiler (v4.6.0), with default settings.

### ChIP assay and integrative analysis

BMDMs were osteoclastic induced in presence of 50 ng/ml M-CSF and 100 ng/ml RANKL for 3 days and fixed with formaldehyde after amplification for further ChIP-sequencing analysis. RAW264.7 cell were osteoclastic induced in presence of 100 ng/ml RANKL for 3 days and fixed with formaldehyde after amplification for further ChIP-qPCR analysis. The Simple ChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads; Cell Signaling Technology 9005), anti-FOXP1 antibody (Cell signaling, 4402, 1:100) with normal Rabbit IgG (Cell Signaling, 2729, 1:2000) as a non-specific IgG control, anti-BRD9 antibody (Bethyl Laboratories, A700-153, 1:100) with normal Rabbit IgG (Cell Signaling, 2729, 1:100) as a non-specific IgG control were used following the manufacturer’s instructions. The *Stat1* ChIP primers for binding site 1 (BS1, −40 ~ +52) and binding site 2 (BS2, −5566 ~ −5424) amplified a region at the promoter and enhancer, respectively. Primer sequences are listed as follows. Stat1-BS1-F: AACAGCCGGCCAATCTCTG; Stat1-BS1-R: GAAAACCGAAAGTACCGGGC; Stat1-BS2-F: CCGGCTGAGTTCCCAGAAAG; Stat1-BS2-R: AGGCTTTGCTTTAGGACCCC.

ChIP-sequencing libraries were prepared using the KAPA HTP Library Preparation Kit and were sequenced on Illumina Novaseq 6000 system. Double-end sequencing was used with 150 bp read length. Raw reads were filtered using FASTX-Toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/). Then the clean reads were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.3.5.1)^64^. Multiple aligned reads were filtered out using Picard (v2.27.5) (http://broadinstitute.github.io/picard/). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.2.71)^65^ with default parameters and *p* < 0.05. The peaks were annotated using ChIPseeker (v1.20.0)^67^ and motif analyses were carried out using the MEME (v4.1.2)^66^.

For integrative analysis of RNA-Seq with ChIP-Seq, venn analysis was initially performed between the overlapping of RANKL-induced and iBRD9 downregulated genes (|log_2_(fold change)| > = 0.1 and *p* < 0.05) using the RNA-sequencing datasets. And the overlapping genes were further compared with the BRD9 binding profiles during osteoclastogenesis using Venn analysis. Then, KEGG enrichment and PPI analysis were conducted with the overlapping 717 genes where BRD9 binding, RANKL-induced while downregulated after BRD9 inhibition. To identify potential interacting TFs of BRD9 during osteoclastogenesis, the top enriched loss motifs after BRD9 inhibition using the ATAC-seq data and the BRD9 binding sites enriched motifs using the ChIP-seq data were further integrative analyzed.

### Statistical and reproducibility

All statistical analyses were performed with GraphPad Prism v6.01 software and are presented as mean ± standard deviation. Unpaired two-tailed t-test between two groups or one-way analysis of variance (ANOVA) with Tukey’s or Dunnett’s multiple comparisons post hoc test among three or more groups was used for comparisons. *P* < 0.05 is considered statistically significant. All experiments were repeated in triplicate or more unless otherwise stated.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The mRNA, ATAC, and ChIP-sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE222240. GRCm39 genome is referenced in this study [http://asia.ensembl.org/Mus_musculus/Info/Index]. The other relevant data generated in this study are provided in the Supplementary Information/Source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: BRD9-mediated chromatin remodeling suppresses osteoclastogenesis through negative feedback mechanism
**Source:** Nat Commun. 2023 Mar 14;14:1413. doi: 10.1038/s41467-023-37116-5
**Supplement:** Supplementary file 1 — Supplementary Information

**BRD9-mediated chromatin remodeling suppresses osteoclastogenesis  
through negative feedback mechanism**

**Supplementary Information**

**Supplementary Figures**

**Supplementary Fig. 1** *Brd9* knockout strategy and efficiency in *LysM-Cre;Brd9<sup>fl/fl</sup>* mice.

**Supplementary Fig. 2** Directed acyclic graph of the top 10 GO terms for biological process in the comparison between BMDMs in MR+vector and MR+iBRD9 group.

**Supplementary Fig. 3** Synergizing function of BRD9 inhibition with glucocorticoid during osteoclastogenesis.

**Supplementary Fig. 4** Genomic location of the region cloned in *Stat1* luciferase reporter plasmids and primer sets used in ChIP assay.

**Supplementary Fig. 5** Genomic location of the SNPs in predicted transcriptional regulatory region of *Stat1*.

**Supplementary Fig. 6** FOXP1 motif hits in the predicted transcriptional regulatory region of *Stat1*.

**Supplementary Fig. 7** loss of *Brd9* led to slight inhibition on the basal expression of proinflammatory cytokines in the femur bone tissue.

**Supplementary Table**

**Supplementary Table 1:** The top 10 GO biological process terms enriched in downregulated genes in dBRD9 treated cells.

**Supplementary Table 2:** List of primer sequences used for q-PCR.

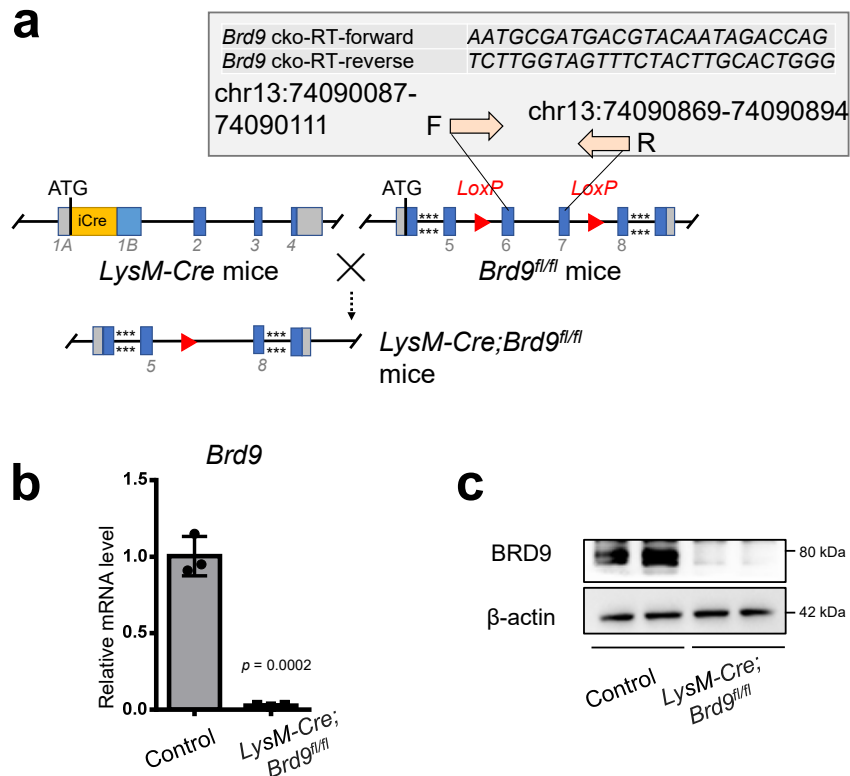

**Supplementary Fig. 1 *Brd9* knockout strategy and efficiency in *LysM-Cre;Brd9<sup>fl/fl</sup>* mice.** **a** Illustration of *Brd9* deletion in *LysM*-expressing lineage. Mice bearing *loxP* sites encompassing the *Brd9* exon6-exon7 (*Brd9<sup>fl/fl</sup>*) were crossed with those expressing Cre recombinase driven by the lysozyme M promoter (*LysM-Cre*). **b** *Brd9* mRNA expression in BMDMs derived from *LysM-Cre;Brd9<sup>fl/fl</sup>* mice ( $n = 3$ ) and littermate control mice ( $n = 3$ ) after 3 days of RANKL induction, as measured by qPCR. **c** BRD9 protein expression in BMDMs derived from *LysM-Cre;Brd9<sup>fl/fl</sup>* mice and littermate control mice after 3 days of RANKL induction, as measured by western blot. All data in this figure are represented as mean  $\pm$  SD. Two-tailed Student's *t*-test for **b**. Source data are provided in the Source data file.

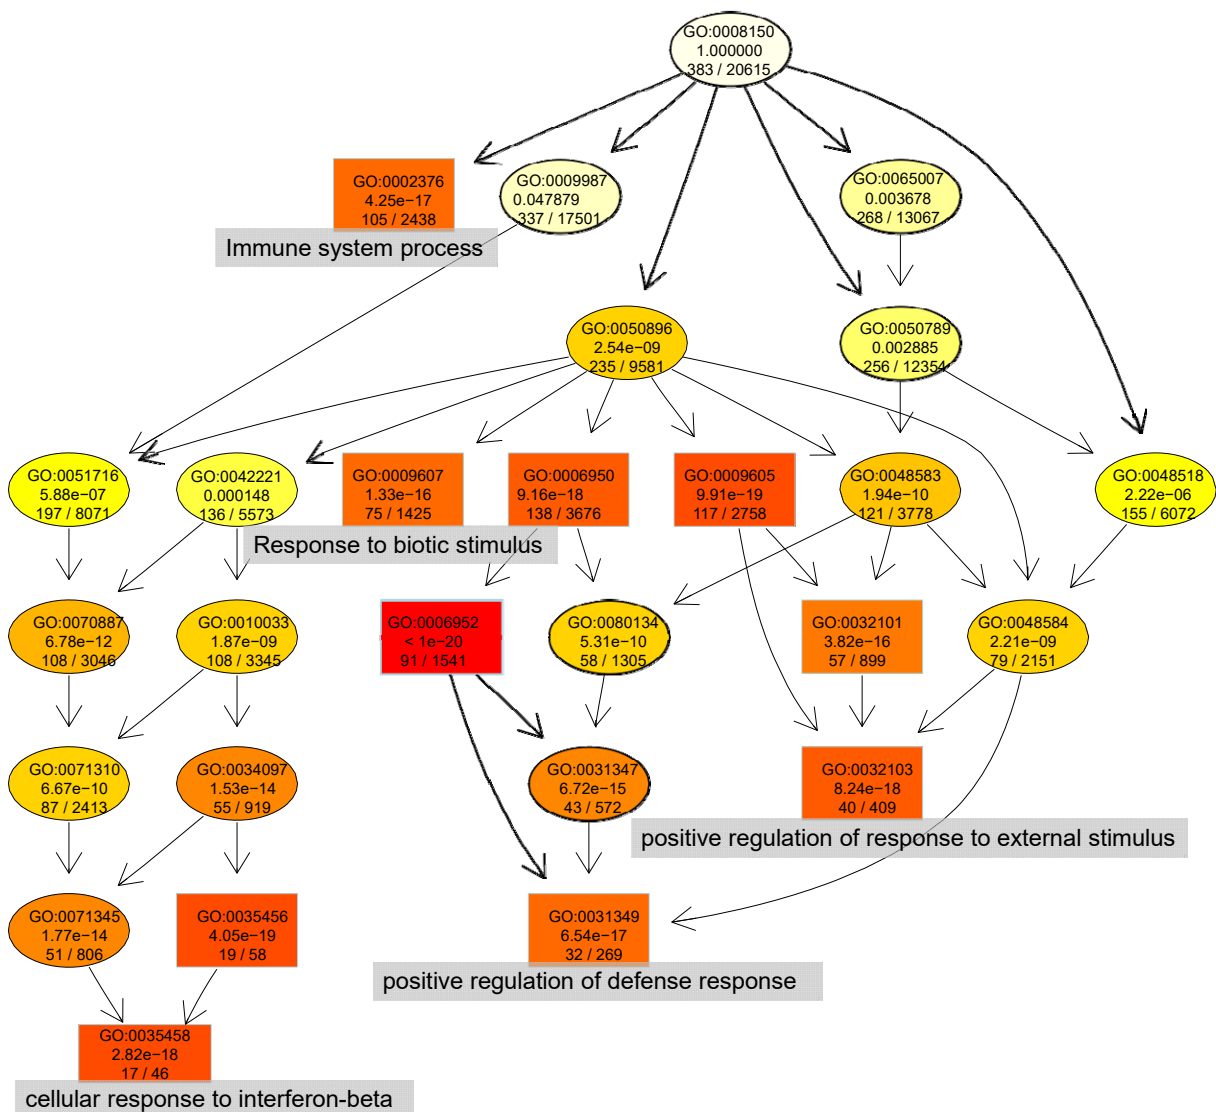

**Supplementary Fig. 2 Directed acyclic graph of the top 10 GO terms for biological process in the comparison between BMDMs in MR+vector and MR+iBRD9 group.** Every node indicates one GO term; boxes represent the top 10 enriched GO terms. *P* value under each GO term represents the enrichment degree, illustrated by color shades, with the darker the shade, the higher the enrichment.

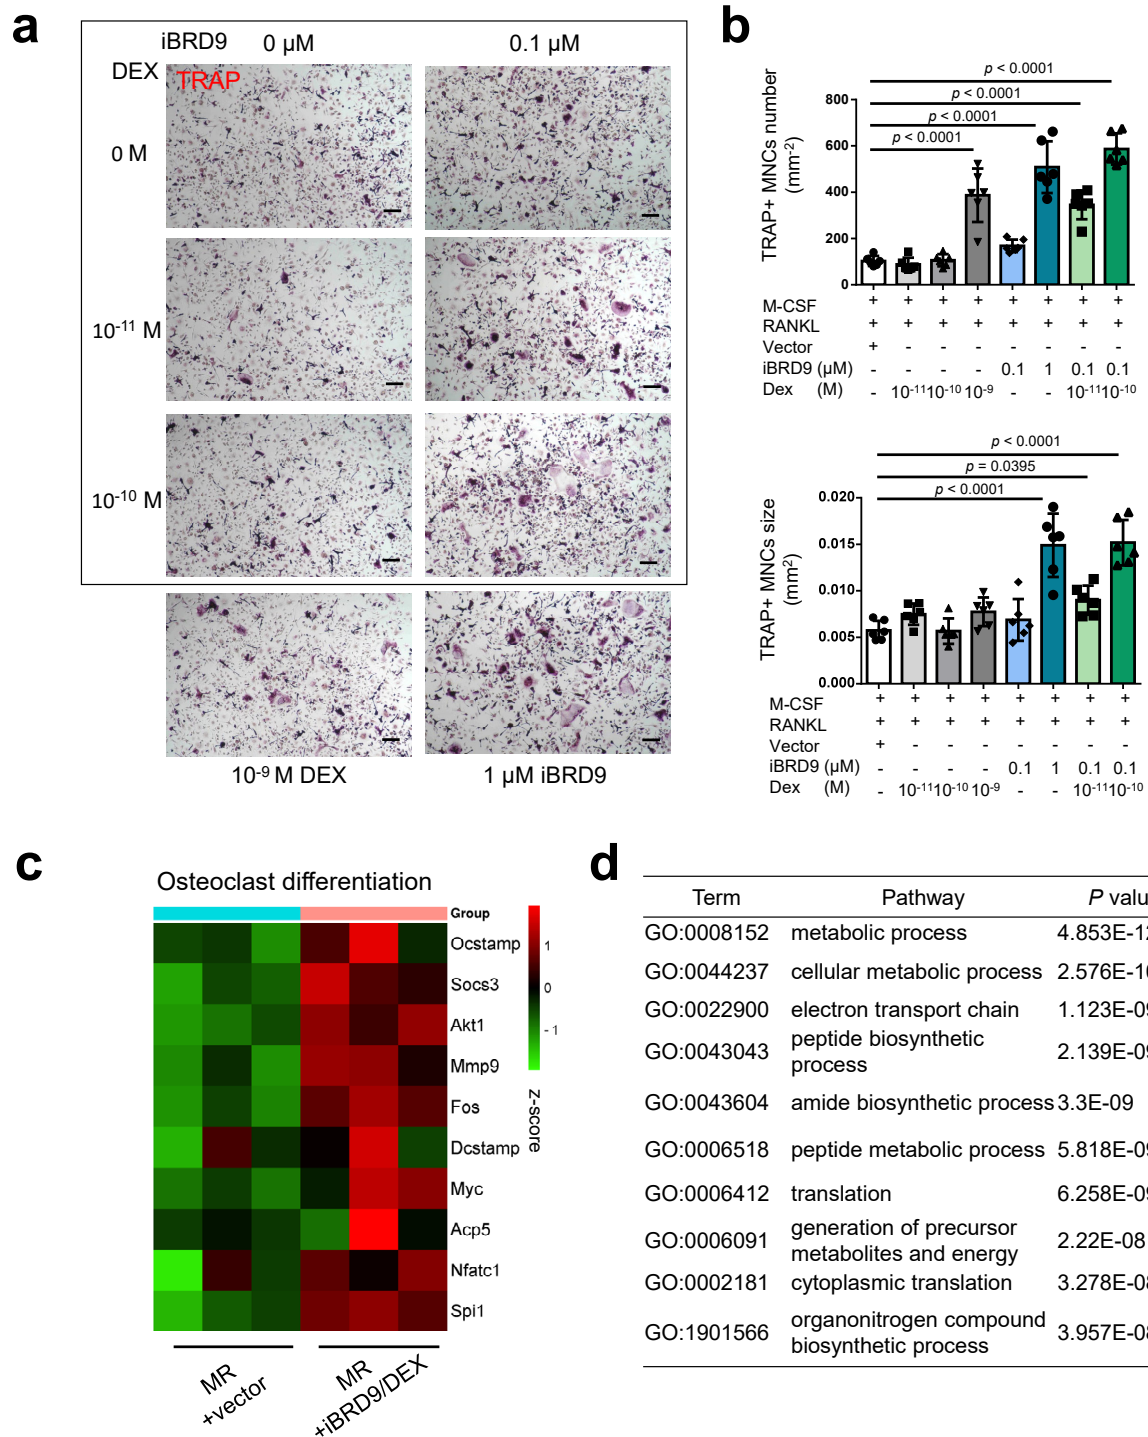

**Supplementary Fig. 3 Synergizing function of BRD9 inhibition with glucocorticoid during osteoclastogenesis.** **a** TRAP staining and **b** quantification analysis of BMDMs treated with 3 days of iBRD9 and/or DEX at different concentration during osteoclastic

induction. Scale bar, 200  $\mu\text{m}$ .  $n = 6$  biologically independent samples. **c** Heatmap showing the upregulated osteoclastic signature genes in 0.1  $\mu\text{M}$  iBRD9/10<sup>-10</sup> M DEX-treated group compared with the control group. Color scale represents normalized gene FPKM value by z-score scheme. **d** GO analysis shows the enriched top ten changed signaling pathway in 0.1  $\mu\text{M}$  iBRD9/10<sup>-10</sup> M DEX-treated group compared with the control group. All data in this figure are represented as mean  $\pm$  SD. One-way analysis of variance (ANOVA) with Dunnett's multiple comparisons test for **b**. Hypergeometric distribution test for **d**. Source data are provided in the Source data file.

**chr1:52114300-52113100 (1201bp)**

**TSS chr1:52119438**

**Stat1-BS2:** chr1:52113873-52114014

**Supplementary Fig. 4 Genomic location of the region cloned in *Stat1* luciferase reporter plasmids and primer sets used in ChIP assay.** Images representing the relative locations of the primer set amplicon (pink) at the promoter (2.6 kb, -1995 ~ +575, grey) and enhancer regions (1.2kb, -6338 ~ -5138, grey) of *Stat1* within the genome, as generated by the UCSC Genome Browser. The TSS is framed in red.

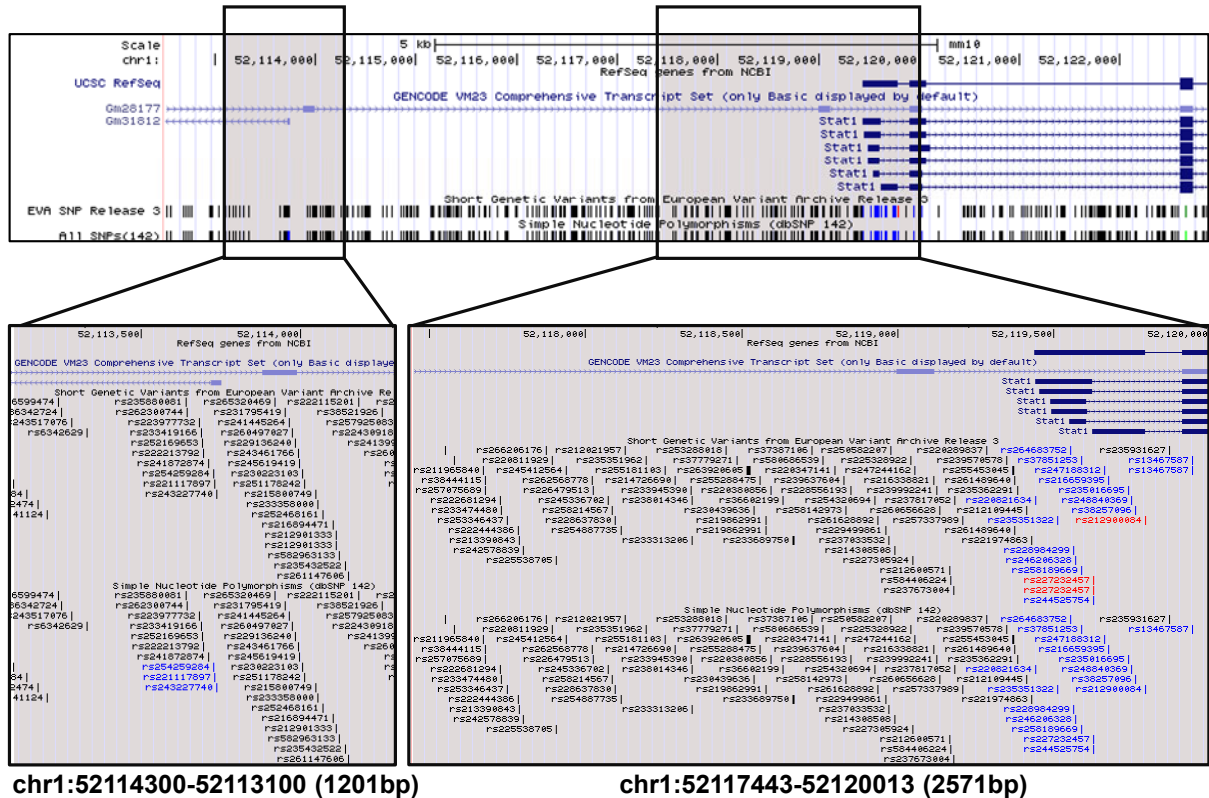

**Supplementary Fig. 5 Genomic location of the SNPs in predicted transcriptional regulatory region of *Stat1*.** Images representing the relative locations of the SNPs at the promoter (2.6 kb, -1995 ~ +575) and enhancer (1.2kb, -6338 ~ -5138) regions of *Stat1* (grey region) within the genome, as generated by the UCSC Genome Browser. Red letters indicate protein-altering variants and splice site variants. Blue letters indicate non-coding transcript or untranslated region variants. Black letters indicate intergenic and intronic variants.

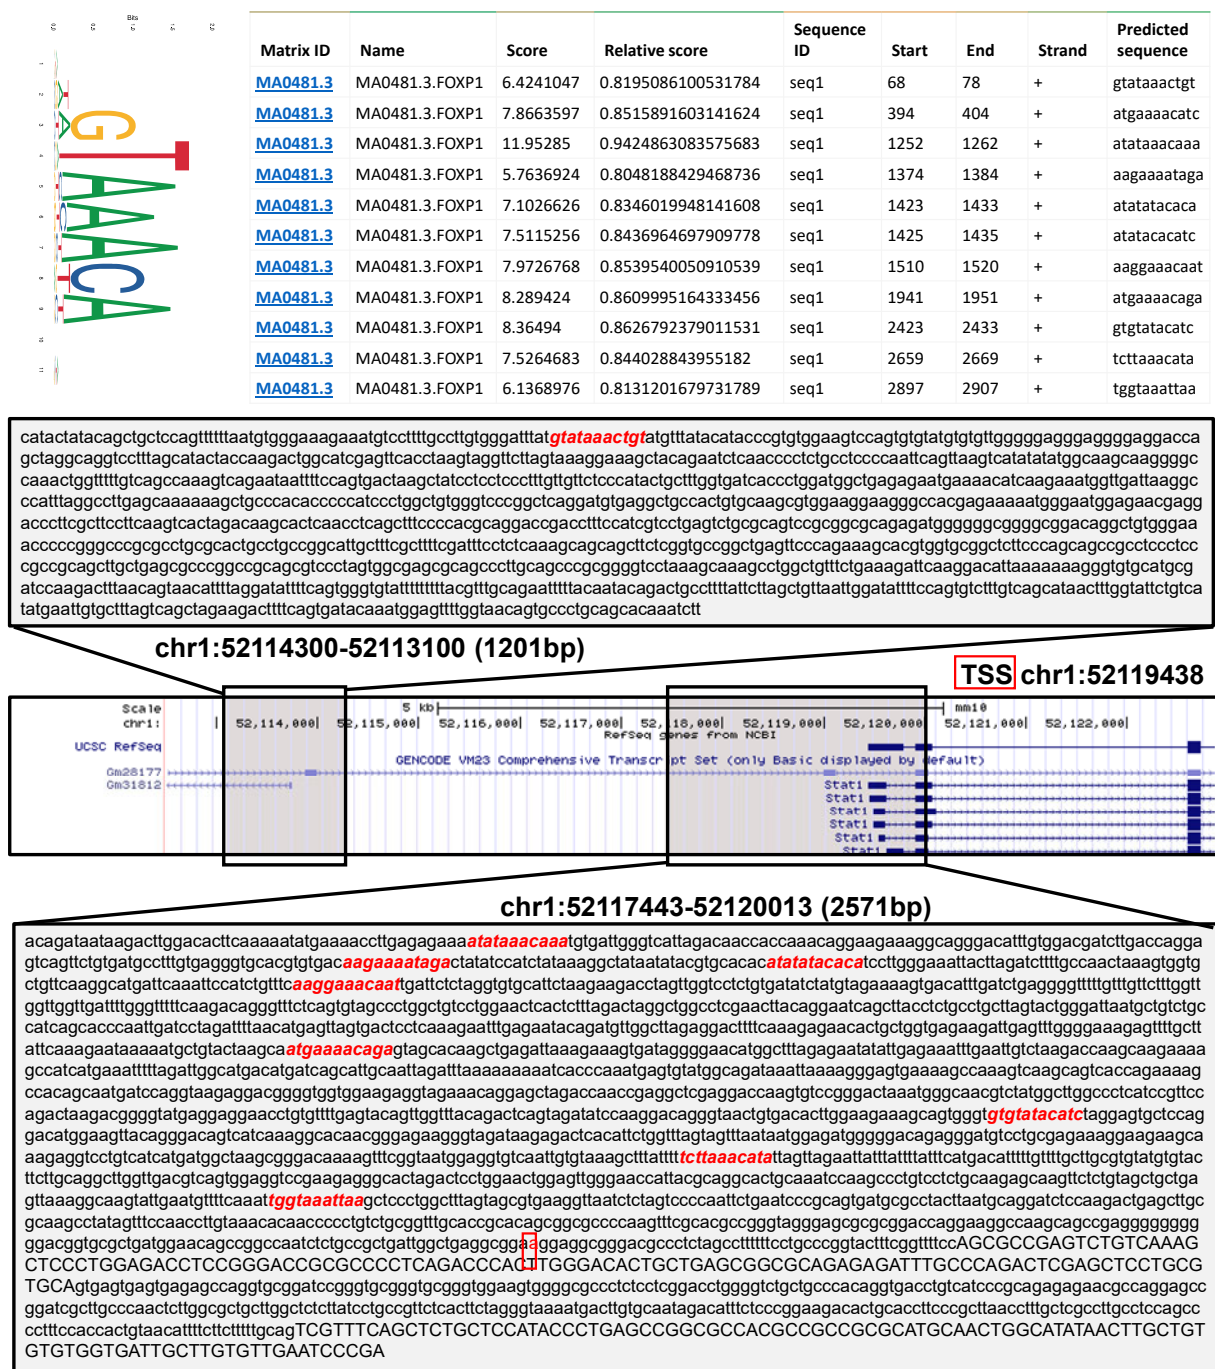

**Supplementary Fig. 6 FOXP1 motif hits in the predicted transcriptional regulatory region of *Stat1*.** FOXP1 motif hits are indicated in italic bold letters in red, as generated by the UCSC Genome Browser and JASPAR. The TSS is framed in red.

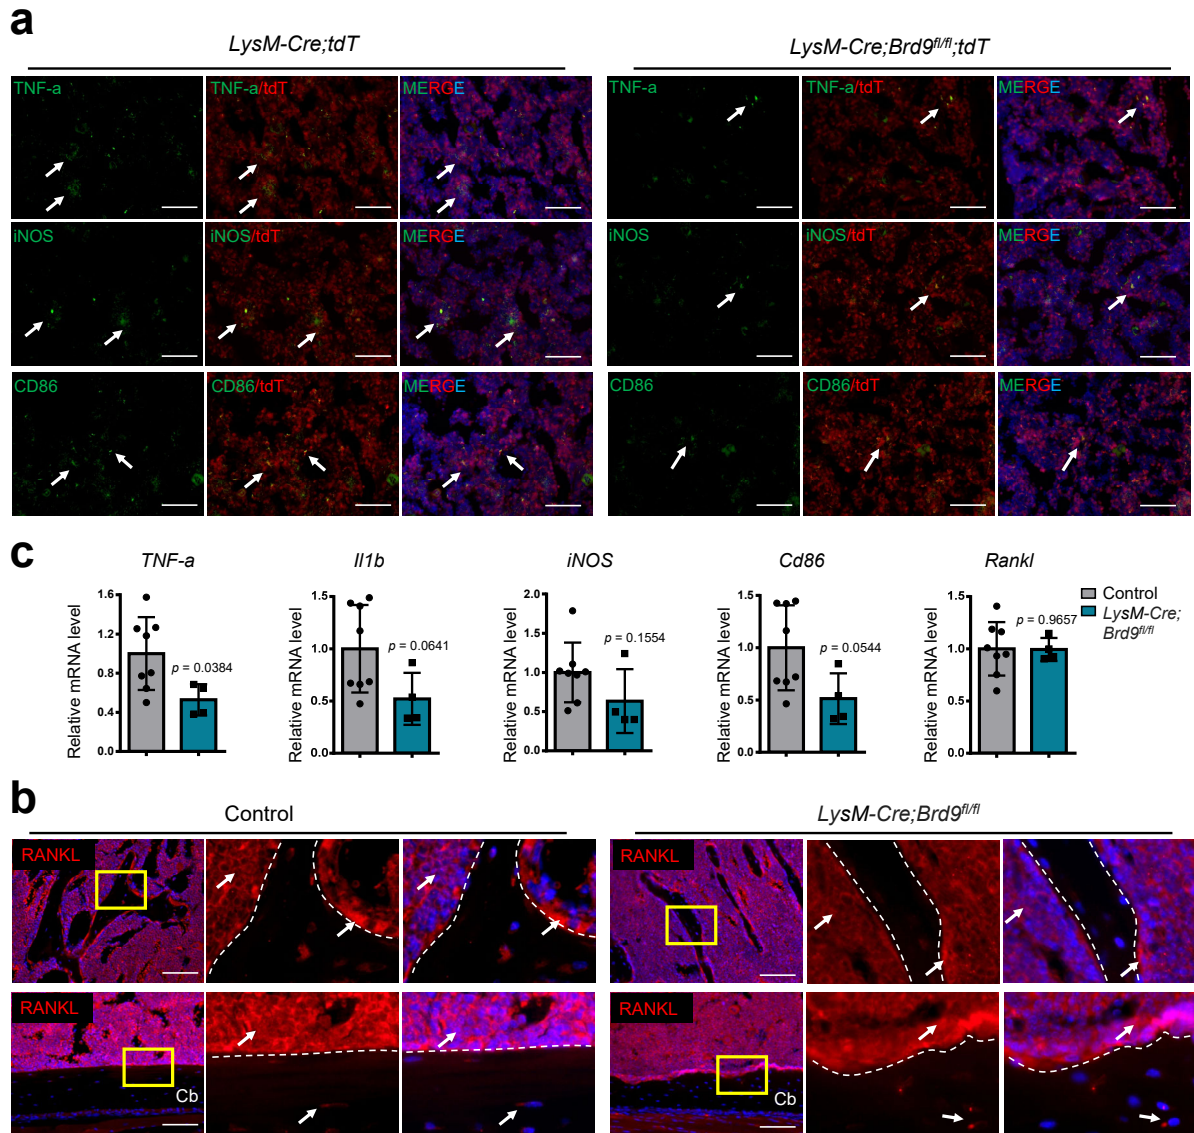

**Supplementary Fig. 7** loss of *Brd9* led to slight inhibition on the basal expression of proinflammatory cytokines in the femur bone tissue. **a** TNF- $\alpha$ , iNOS and CD86 immunofluorescence (green) and visualization of tdTomato (red) of femurs from 4-week-old *LysM-Cre;Brd9<sup>fl/fl</sup>;tdT* mice and littermate control mice. The progeny of the myeloid lineage shows red signal. Arrows indicate double positive signals. Scale bar, 100  $\mu$ m. **b** immunofluorescence staining of RANKL (red) of femurs from 4-week-old *LysM-Cre;Brd9<sup>fl/fl</sup>* mice and littermate control mice. Box in the left is shown at higher magnification in right. White dashed lines outline the bone surface. Arrows indicate positive signals. Cortical bone, Cb. Scale bar, 100  $\mu$ m. **c** the mRNA expression of

proinflammatory cytokines of *TNF- $\alpha$* , *Il1b*, *iNOS*, *Cd86*, and *Rankl* of femurs from 4-week-old *LysM-Cre;Brd9<sup>fl/fl</sup>* mice ( $n = 4$ ) compared with that from control littermates ( $n = 8$ ), as measured by qPCR. All data in this figure are represented as mean  $\pm$  SD. Two-tailed Student's *t*-test for **c**. Source data are provided in the Source data file.

**Supplementary Table 1: The top 10 GO biological process terms enriched in downregulated genes in dBRD9 treated cells.** Hypergeometric distribution test used for GO analysis.

| <b>Pathway ID</b> | <b>Pathway _ Down in MR+dBRD9</b>         | <b><i>P</i> value</b> |
|-------------------|-------------------------------------------|-----------------------|
| GO:0035458        | cellular response to interferon-beta      | 2.10306E-11           |
| GO:0035456        | response to interferon-beta               | 2.4753E-11            |
| GO:0043170        | macromolecule metabolic process           | 2.78763E-11           |
| GO:0071310        | cellular response to organic substance    | 4.30443E-11           |
| GO:0048518        | positive regulation of biological process | 1.7978E-10            |
| GO:0071704        | organic substance metabolic process       | 8.52352E-10           |
| GO:0044260        | cellular macromolecule metabolic process  | 1.45113E-09           |
| GO:0008152        | metabolic process                         | 2.10101E-09           |
| GO:0009893        | positive regulation of metabolic process  | 2.81374E-09           |
| GO:0048522        | positive regulation of cellular process   | 4.13079E-09           |

**Supplementary Table 2: List of primer sequences used for q-PCR.**

| Gene            | Forward                   | Reverse                    |
|-----------------|---------------------------|----------------------------|
| <i>β-actin</i>  | GGCTGTATTCCCCTCCATCG      | CCAGTTGGTAACAATGCCATGT     |
| <i>Brd9 CKO</i> | AATGCGATGACGTACAATAGACCAG | TCTTGGTAGTTTCTACTTGCACTGGG |
| <i>Mmp9</i>     | CTGGACAGCCAGACACTAAAG     | CTCGCGGCAAGTCTTCAGAG       |
| <i>Acp5</i>     | CACTCCCACCCTGAGATTTGT     | CATCGTCTGCACGGTTCTG        |
| <i>Brd9</i>     | TTGGAGATGGAAGTCTGCTCT     | GCAACTTGCTAGACAGTGAAGT     |
| <i>Dcstamp</i>  | GGGGACTTATGTGTTTCCACG     | ACAAAGCAACAGACTCCCAAAT     |
| <i>Stat1</i>    | TCACAGTGGTTCGAGCTTCAG     | GCAAACGAGACATCATAGGCA      |
| <i>Myc</i>      | ATGCCCCTCAACGTGAACTTC     | CGCAACATAGGATGGAGAGCA      |
| <i>Fos</i>      | CGGGTTTCAACGCCGACTA       | TTGGCACTAGAGACGGACAGA      |
| <i>iNOS</i>     | GTTCTCAGCCCCAACAATACAAGA  | GTGGACGGGTCGATGTCAC        |
| <i>TNF-α</i>    | CCCTCACACTCAGATCATCTTCT   | GCTACGACGTGGGCTACAG        |
| <i>CD86</i>     | TGTTTCCGTGGAGACGCAAG      | TTGAGCCTTTGTAAATGGGCA      |
| <i>Il6</i>      | TAGTCCTTCCTACCCCAATTTCC   | TTGGTCCTTAGCCACTCCTTC      |
| <i>Il1b</i>     | GCAACTGTTCTGAACTCAACT     | ATCTTTTGGGGTCCGTCAACT      |
| <i>Rankl</i>    | CAGCATCGCTCTGTTCTGTGTA    | CTGCGTTTTTCATGGAGTCTCA     |

# Supplementary material for: BRD9-mediated chromatin remodeling suppresses osteoclastogenesis through negative feedback mechanism
**Source:** Nat Commun. 2023 Mar 14;14:1413. doi: 10.1038/s41467-023-37116-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** NIS-Elements software (v4.5000.1117.0) and DP2-TWAIN software (v3.0.0.6212) were used to acquire images. Western blots were detected using UVITEC Alliance system (v16.0.3.0). Real-time reverse transcription PCR was performed using Roche LightCycler 480 system (v1.5.1.74). RNA-seq, ATAC-seq and ChIP-seq were conducted on Illumina NovaSeq 6000 platform.

**Data analysis** CT data were reconstructed with NRecon software (v1.7.1.0, Bruker, Kontich, Belgium), and analyzed using the program CTAn (v1.16, Bruker, Kontich, Belgium). Statistical analyses were performed with GraphPad Prism v6.01 software. RNA-seq: Raw reads were filtered using Cutadapt (v1.15) and aligned with the GRCm39 genome using HISAT2 v2.0.5. Read Count values on each gene were compared using HTSeq (v0.9.1) and normalized to FPKM. Then difference expression of genes was analyzed using DESeq (v1.30.0) (fold change  $\geq 1.2$  and  $p < 0.05$ ) and R language Pheatmap (v1.0.8) software package. GO enrichment analysis of the different expressed genes was performed using topGO (v2.40.0) ( $p < 0.05$ ). The enrichment analysis of the KEGG pathway of differential genes was performed using ClusterProfiler (v3.4.4) software ( $p < 0.05$ ). GSEA analysis was performed to functionally annotate the relevant genes and assess the enriched signaling pathways using GSEA\_Linux\_4.1.0. ATAC-Seq: Library sequencing quality was assessed using Cutadapt (v1.9.1). Trimmed libraries were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.2.6). PCR duplicates were removed and the number of mapped reads downsampled to a standard of  $\sim 20M$  using Picard (v1.126) (<http://broadinstitute.github.io/picard/>). ATAC-Seq peaks were called subsequently using MACS (v3.0.0a6) (-f BAMPE -B --SPMR --keep-dup all). Then the high-confidence set of peaks from all samples were merged to acquire consensus peakset. Potential DARs from consensus peakset were annotated with  $|\log_2(\text{fold change})| \geq 0.5$ . Motif analysis on DARs was performed by MEME (v5.4.1) suite with default settings with  $p < 0.0166$ . Gene ontology enrichment was performed using R package ClusterProfiler (v4.6.0), with default settings. ChIP-seq: Raw reads were filtered using FASTX-Toolkit (v0.0.14) ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)). Clean reads were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.3.5.1). Multiple aligned reads were filtered out using Picard (v2.27.5) (<http://>

broadinstitute.github.io/picard/). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.2.71) with default parameters and  $p < 0.05$ . The peaks were annotated using ChIPseeker (v1.20.0) and motif analyses were carried out using the MEME (v4.1.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mRNA, ATAC and ChIP sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE222240 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222240>]. GRCm39 genome is referenced in this study [[http://asia.ensembl.org/Mus\\_musculus/Info/Index](http://asia.ensembl.org/Mus_musculus/Info/Index)]. The other relevant data generated in this study are provided in the Supplementary Information/Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size. At least  $n = 3$  mice of each groups were analyzed with exact sample size declared in corresponding figure legends. This was shown to be sufficient in previous studies, e.g. Deng, C. et al. Nat Commun 12, 2174 (2021); Sun, W. et al. Nat Commun 13, 2899 (2022); Jacome-Galarza, C.E. et al. Nature 568, 541–545 (2019), to discern statistically significant differences. In molecular biology experiments,  $n = 3$  was chosen to generate p-values to determine if results are significant.

Data exclusions

No data were excluded in this study.

Replication

The in vitro experiments reported in the manuscript were replicated independently at least three times to confirm reproducibility. The exact sample size in terms of mice in all experiments are declared in corresponding figure legends.

Randomization

Samples and mice were randomly allocated to different groups.

Blinding

Analyses were done objectively. Blinding was not relevant for this study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Antibodies used in immunofluorescence staining as following: BRD9 antibody (Abcam, ab259839, 1:100), CTSK antibody (Abcam, ab37259, 1:100), STAT1 antibody (Cell signaling, 9172, 1:100), FOXP1 antibody (Merck Millipore, ABE68, 1:100), RUNX2 antibody (Thermo Fisher Scientific, MA5-41185, 1:100), iNOS (Abcam, ab178945, 1:100), TNF- $\alpha$  (Thermo Fisher Scientific, PA5-19810, 1:100), CD86 (Cell signaling, 19589, 1:100), RANKL antibody (bioworlde, BS72037, 1:100), Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11008, 1:200), Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Thermo Fisher Scientific, A-21207, 1:200), Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, A-11001, 1:200) and Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (Thermo Fisher Scientific, A-11005, 1:200).

Antibodies used in western blot as following: BRD9 antibody (Abcam, ab259839, 1:1000), MMP9 antibody (Abcam, ab228402, 1:1000), CTSK antibody (Abcam, ab37259, 1:1000), ACP5 antibody (Abcam, ab235448, 1:1000),  $\beta$ -actin antibody (Abcam, ab20272HRP, 1:5000), FOS antibody (Cell signaling, 4384, 1:1000), IFN- $\beta$ 1 antibody (Cell signaling, 97450, 1:1000), STAT2 antibody (Cell signaling, 72604, 1:1000), STAT1 antibody (Cell signaling, 9172, 1:1000), FOXP1 antibody (Cell signaling, 4402, 1:1000), Mouse IgG HRP-conjugated antibody (R&D, HAF007, 1:1000) and Rabbit IgG HRP-conjugated antibody (R&D, HAF008, 1:1000).

Anti-FOXP1 antibody (Cell signaling, 4402, 1:200) or normal Rabbit IgG (Cell Signaling, 2729, 1:4000) were used for immunoprecipitation. Immune complexes were subjected to immunoblotting with anti-FOXP1 (Cell signaling, 4402, 1:1000) or anti-BRD9 (Abcam, ab259839, 1:1000) antibodies.

Anti-FOXP1 antibody (Cell signaling, 4402, 1:100) with normal Rabbit IgG (Cell Signaling, 2729, 1:2000) as a non-specific IgG control, anti-BRD9 antibody (Bethyl Laboratories, A700-153, 1:100) with normal Rabbit IgG (Cell Signaling, 2729, 1:100) as a non-specific IgG control were used for chromatin immunoprecipitation.

## Validation

All antibodies were commercial available and characterized by manufacturers online.

- BRD9 antibody (<https://www.abcam.cn/brd9-antibody-epr23888-5-ab259839.html>);
- CTSK antibody (<https://www.abcam.com/cathepsin-k-antibody-3f9-ab37259.html>);
- STAT1 antibody (<https://www.cellsignal.com/products/primary-antibodies/stat1-antibody/9172>);
- FOXP1 antibody ([https://www.merckmillipore.com/CN/zh/product/Anti-FoxP1-Antibody,MM\\_NF-ABE68](https://www.merckmillipore.com/CN/zh/product/Anti-FoxP1-Antibody,MM_NF-ABE68));
- RUNX2 antibody (<https://www.thermofisher.com/antibody/product/RUNX2-Antibody-clone-SD208-0-Recombinant-Monoclonal/MA5-41185>);
- iNOS antibody (<https://www.abcam.com/iNOS-antibody-EPR16635-ab178945.html>);
- TNF- $\alpha$  antibody (<https://www.thermofisher.com/antibody/product/TNF-alpha-Antibody-Polyclonal/PA5-19810?imageId=734330>);
- RANKL antibody (<https://www.bioworlde.com/Primary-Antibodies/46043.html>);
- CD86 (<https://www.cellsignal.cn/products/primary-antibodies/cd86-e5w6h-rabbit-mab/19589>);
- Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11008>);
- Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (<https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>);
- Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>);
- Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11005>);
- $\beta$ -actin antibody (<https://www.abcam.com/hrp-beta-actin-antibody-mabcam-8226-loading-control-ab20272.html>);
- ACP5 antibody (<https://www.abcam.cn/acid-phosphatase-antibody-epr21787-ab235448.html>);
- MMP9 antibody (<https://www.abcam.com/mmp9-antibody-epr22140-154-ab228402.html>);
- FOS antibody (<https://www.cellsignal.com/products/primary-antibodies/c-fos-antibody/4384>);
- IFN- $\beta$ 1 antibody (<https://www.cellsignal.cn/products/primary-antibodies/ifn-b1-d2j1d-rabbit-mab-mouse-specific/97450>);
- STAT2 antibody (<https://www.cellsignal.cn/products/primary-antibodies/stat2-d9j7l-rabbit-mab/72604>);
- Mouse IgG HRP-conjugated antibody ([https://www.rndsystems.com/cn/products/mouse-igg-hrp-conjugated-antibody\\_haf007](https://www.rndsystems.com/cn/products/mouse-igg-hrp-conjugated-antibody_haf007));
- Rabbit IgG HRP-conjugated antibody ([https://www.rndsystems.com/cn/products/rabbit-igg-hrp-conjugated-antibody\\_haf008](https://www.rndsystems.com/cn/products/rabbit-igg-hrp-conjugated-antibody_haf008));
- Normal-rabbit-igg antibody (<https://www.cellsignal.com/products/primary-antibodies/normal-rabbit-igg/2729>);
- BRD9 antibody (<https://www.biomol.com/products/antibodies/primary-antibodies/general/anti-brd9-recombinant-monoclonal-a700-153-t?fs=1236343819>).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

RAW264.7 cell line was ordered from the cell bank of Cyagen Biosciences.

## Authentication

The cell line has been validated using the short tandem repeat (STR) profiling method.

Mycoplasma contamination

The cell line has been tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Brd9-flox mice (Strain NO. T008489), LysM-Cre mice (Strain NO. T003822) and WT C57BL/6J mice (Strain NO. N000013) and tdTomato (Strain NO.007909) mouse line were used and cross-bred in this study. LysM-Cre;Brd9fl/fl mice and control littermates at 4-week-old were analysed in this study. 6-week-old WT C57BL/6J mice were used for cell culture, zoledronate related osteonecrosis of the jaw and lipopolysaccharide-induced localized aggressive periodontitis. All mice were used for analysis regardless of sex. All mice were housed in pathogen-free conditions.

Wild animals

Our study did not involve wild animals.

Reporting on sex

All mice were used for analysis regardless of sex.

Field-collected samples

Our study did not involve samples collected from the field.

Ethics oversight

All animal studies were approved by the Institutional Animal Care and Use Committee at Ninth People's Hospital, School of Medicine, Shanghai Jiao Tong University (SH9H-2022-A926-1).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222240>

Files in database submission

GSM6934376 MR  
GSM6934377 M\_Input

Genome browser session  
(e.g. [UCSC](#))

No longer applicable.

### Methodology

Replicates

ChIP-seq experiments were performed in singlicate per condition per experiment.

Sequencing depth

Double-end sequencing was used with 150 bp read length.  
MR, uniquely mapped reads: 48894980, called peaks: 20236  
M\_Input, input reads: 28203811, called peaks: na

Antibodies

Anti-BRD9 antibody (Bethyl Laboratories, A700-153)

Peak calling parameters

Clean reads were aligned to the GRCm39 mouse genome using Bowtie 2 (v2.3.5.1). Multiple aligned reads were filtered out using Picard (v2.27.5) (<http://broadinstitute.github.io/picard/>). Then the unique mapped reads without duplicated reads were called for peaks using MACS2 (v2.2.71) with default parameters and  $p < 0.05$ . The peaks were annotated using ChIPseeker (v1.20.0) and motif analyses were carried out using the MEME (v4.1.2).

Data quality

Raw reads were filtered using FASTX-Toolkit (v0.0.14) ([http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)).MR, called peaks: 20236, p-value < 0.05

Software

FASTX-Toolkit (v0.0.14), Bowtie 2 (v2.3.5.1), Picard (v2.27.5), MACS2 (v2.2.71), ChIPseeker (v1.20.0), MEME (v4.1.2)

How the deposited data were processed for this re-analysis (not part of the article)

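ATAC-seq was performed on BMDMs under M-CSF and RANKL with vector or iBRD9, with 1 library per condition. According to the methods, the authors trimmed reads, aligned them to GRCm39 with Bowtie 2, removed PCR duplicates, sampled both libraries to a common number of mapped reads and called peaks with MACS in paired-end mode, which piles up whole fragments. The methods state no shift of reads to the Tn5 cut site, which matters less for whole fragments than for single cut ends. Peaks of both libraries were merged to a consensus set, and regions with an absolute log2 fold change of at least 0.5 were taken as DARs. The authors deposited these DARs with coordinates, widths and signed distances to the TSS in bp, together with an annotation in the column format of ChIPseeker. Fold changes, p-values, read counts and signal are not columns of these tables. The tests planned before the data were examined had assumed such columns, so no DAR was ranked, filtered or tested by strength, and the depth behind each DAR is unknown. Sampling to a common depth by the authors means that library size is not expected to set the number of peaks, but it does not set the quality of a library.

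The tables name chromosomes X and Y as chromosomes 20 and 21, as shown by the transcripts listed there. Starts are 1-based, since each width equals the end minus the start plus 1. Of 5139 transcripts listed, 5067 are in GENCODE M39, the annotation used here, and 4817 of 4906 gene identifiers had a symbol in it. Counts and classes of DARs are the authors'. Relabelling percentiles, sequence properties, motif searches, overlaps and distances between regions were computed here with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0.

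Gain and loss were relabelled at random 10000 times over the 5650 DARs, and the percentile of the observed difference was taken with tied values shared equally between both sides. A difference was called beyond the relabellings below the 2.5th or above the 97.5th percentile. No p-value across DARs is given, since DARs are not replicates. Shares carry 95% Wilson intervals. The forkhead core RTAAACA was searched on either strand of the whole DAR, in sequence of the same length 1 kb to each side, and in 20 dinucleotide shuffles. To find which sequence can be placed uniquely, 5000 simulated reads of 150 bp per chromosome and every DAR were aligned to GRCm39 with minimap2 2.31, with a mapping quality of at least 30 counted as unique. On simulated data with no difference planted, 4.5% of 200 sets fell beyond the central range of the relabellings. With a share of 20% planted against 15%, 96.0% of 50 sets were above it, as were all 50 sets with 70% of neighbours in the same direction. These sets used fewer relabellings, larger shares than the 5.03% of DARs with the core, and regions placed more densely than the DARs. They give no power for the core, the gene lists or the neighbours. The motif search classified 100% of 2000 simulated sequences rightly, and 100% of 500 shuffles kept their dinucleotide counts.

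Genes named in the text follow a rule set before the data were examined. It covers genes the paper names, among them Stat2, Foxp1, Ifnb1, Brd9, Acp5, Mmp9, Ctsk, Fos, Dcstamp, Nfatc1 and Myc, with any DAR nearest to them, and members of 7 lists (219 genes, of which 216 symbols are in the annotation) with a promoter DAR. Some genes and regions under this rule are not reported here. List members with a DAR elsewhere and Gm20705 were added after their values were seen. The part of the rule that named the promoter DARs with the largest fold changes could not be applied. The comparisons of GC content, of closeness to protein-coding genes and of neighbouring DARs were added after the data were seen. Alternatives covered the merging of neighbouring DARs, the chromosomes counted, the promoter definition, the motif and the window.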

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

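The pattern in this part was noticed in the data, and the prediction for its test was written before the result was seen. On sequence not placed on a chromosome, which the paper does not discuss, the authors' deposited table lists 5 DARs. How many to expect there was not estimated. All 5 are gain DARs, and 4 lie on 1 scaffold, at 34.9 DARs per Mb against 2.28 on the autosomes. At the overall gain share of 55.9%, all 5 would be gain DARs by chance 5.48% of the time, and with so few DARs no outcome on the gain side is rarer, so the shared direction decides nothing. If sequence with copies elsewhere were the source, most of these regions would fail to be placed uniquely, but 0 of the 5 did so when aligned to GRCm39. Copies that the reference lacks stay open, as does a biological change in these regions, which was not tested.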

How the results depend on the processing

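No paired analysis was possible because each condition has 1 library, which leaves nothing to pair or block, and the comparisons are not tests across samples. The counts of gain and loss DARs stayed within 1.5 times of 3161 and 2489 when neighbours were merged and when only the autosomes and chromosome X were counted. Alternatives that need a fold change, a signal or a p-value were not run for any result, because the tables hold none: the higher fold change limits, the filter on strength and the count of DARs by the authors' p-value.

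The promoter definition moved the promoter results most. With a distance to the TSS of at most 1 kb, promoters held 18.4% of gain DARs and 18.3% of loss DARs. With at most 3 kb, they held 27.1% and 26.4%, and the genes with a promoter DAR rose to 845 for gain and 649 for loss. The cause lies in the construction, since these definitions add DARs downstream of the TSS. Gain and loss shares stayed within the range of the relabellings under each definition. The forkhead core share moved with the motif, to 8.92% of gain DARs and 9.04% of loss DARs with TAAACA and to 2.34% and 1.89% with GTAAACA, as shorter and longer motifs must. In a window of 200 bp around the middle of each DAR, it was 5.06% and 4.62%. The share was higher in gain than in loss DARs with RTAAACA, with GTAAACA and in the window of 200 bp, and lower with TAAACA, and none of these differences was beyond the relabellings. The choice of control sequence reversed the reading of the core. Relative to the flanks, its share was 0.658 in gain DARs and 0.532 in loss DARs, and relative to shuffled DARs, a control chosen after seeing the data, it was 1.72 and 1.41.

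For single gene lists, counting promoter DARs alone moved the gain share of 4 lists, with 0% for apoptotic signaling and for catecholamine and dopamine metabolism, and 100% for glycerolipid and phospholipid biosynthesis and for osteoclast differentiation. Each of these rests on 1 or 2 genes. Over all 7 lists the gain share was 58.8%, and 57.1% with promoter DARs. The neighbour and GC comparisons, and their alternatives, were chosen after seeing the data. The share of neighbours within 5 kb with the same direction was 32.8% outside promoters, and the GC difference outside promoters was 0.558 percentage points, so both kept their direction. Restricting neighbours to uniquely placed DARs removed none of the 85 pairs and tested nothing.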

Differences from the paper's values

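The authors' deposited tables hold 3161 gain DARs where the paper's text gives 3165, and the same number of loss DARs, 2489, so no count differed by more than 1.5 times under any alternative. The paper lists the FOXP1 motif among those enriched in loss DARs. The exact core was present in 4.54% of loss DARs and in 5.41% of gain DARs. The paper's control sequence is not stated, so these shares of loss and gain DARs do not show a difference from the paper. Against shuffled sequence, a control chosen after seeing the values, the core was 1.41 times as frequent in loss DARs and 1.72 times as frequent in gain DARs. The flanks also exceeded their own shuffled sequence, by 1.27 times around loss DARs and 1.22 times around gain DARs. Whether the ratio in DARs exceeds that in the flanks was not tested.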

Other observations

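All patterns in this part were noticed in the data rather than planned. The tests on GC content outside promoters, unique placement on chromosome X and shuffled sequence had predictions written before their results were seen, and the other tests were chosen after.

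Chromosome X held 0.142 DARs per Mb (95% Poisson interval 0.0907 to 0.211) against 2.28 on the autosomes, or 6.20% of the autosomal density. The consensus region numbers in the authors' deposited table span 157 on chromosome X, or 0.926 per Mb, against 8.50 per Mb on the autosomes. If these numbers follow the consensus set, the shortage was present before DARs were chosen, but the highest number is larger than the count of different peaks in Fig. 6b and the numbering is not explained. A single copy of X with DARs in proportion to the amount of DNA would leave 50% of the density, far above 6.20%. Sequence that cannot be placed uniquely is too little to account for it, since simulated reads were placed on X at 86.5% of the autosomal rate. Nor do fewer genes, as protein-coding genes per Mb on X were 69.2% of the autosomal value. The DARs that remained on X were of another kind. On X, 16 of 24 DARs (66.7%, 95% Wilson interval 46.7% to 82.0%) were promoter DARs, against 16.2% on the autosomes. Promoter DARs per 100 protein-coding genes were 36.8% of the autosomal value, while DARs outside promoters per Mb were 2.47% of it. A candidate explanation is that many autosomal DARs outside promoters are weak regions close to the detection limit of the peak calling, which drop below it on a chromosome with lower coverage. This was found and tested on the same tables, which hold no coverage, and the methods state that mice of either sex were used, without the sex behind each library. Lower accessibility of chromosome X in these cells was not tested.

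On the autosomes, DARs were spread more evenly than genes. DARs per Mb differed 1.27-fold between the lowest and highest autosome, and DARs outside promoters 1.33-fold, while protein-coding genes per Mb differed 2.64-fold. DARs outside promoters had a mean GC content of 49.3%, against 41.7% at random positions, weighted by chromosome length.

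Gain and loss DARs were alike in annotation class, width and forkhead core, but not in GC content, which was not a planned comparison. For closeness to genes the result depended on the measure. The distance to the TSS listed in the authors' deposited tables, on a log scale, was inside the range of the relabellings (13.2th percentile). Within 50 kb of a protein-coding TSS lay 61.1% of gain DARs and 57.3% of loss DARs (99.8th percentile of the random relabellings), and within 10 kb 34.7% and 32.0% (98.2th percentile), while the shares within 3 kb and 1 kb were inside the range of the relabellings. These distance limits were not planned either, so a difference in closeness stays open, and a link to GC content was not tested. The mean GC content was 51.0% in gain DARs and 50.3% in loss DARs, a difference of 0.753 percentage points at the 99.98th percentile of the random relabellings, so a split by sampling noise alone is argued against. The difference was 1.74 percentage points among promoter DARs and 0.558 among DARs outside promoters, the latter at the 99.82th percentile. Outside promoters, the gain share rose from 52.2% in the fifth of DARs with the lowest GC content to 58.7% in the fifth with the highest. A difference in GC bias between the 2 libraries may produce such a trend, and so may BRD9 inhibition; with 1 library per condition, library and treatment are confounded. Changes over wider domains are argued against as a general pattern, because only 48.5% of neighbours within 100 kb shared their direction.

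Close neighbours had opposite directions more often than chance. The limit of 5 kb was chosen after seeing the data. Of 8 distance ranges compared, some of which overlap, the deficit of shared directions was beyond the relabellings from 1 to 5 kb (21 of 58 pairs, 1.32th percentile) and within 5 kb as a whole (30 of 85 pairs). It was 9 of 27 pairs within 1 kb, at the 3.88th percentile, and absent from 5 to 10 kb, where 52.6% of 76 pairs shared their direction. Within 5 kb it was also present among DARs outside promoters (32.8% of 58 pairs). One hypothesis is technical: a called peak may raise the local background and hide a second peak of the same library, so that neighbours tend to be called in different libraries. Another is a shift of accessibility between nearby sites after BRD9 inhibition. They cannot be told apart, since both allow the 52.6% beyond 5 kb and the tables hold no signal.

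There were 1792 pairs of DARs with consecutive region numbers, against 1496 expected at random if all numbers up to 21333 were regions that DARs were drawn from, which is not known. Of these pairs, 51.1% shared their direction, against 50.7% at random.

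The lower share of the forkhead core in DARs than in their flanks was set against base composition. Over all DARs the share was 5.03% (95% Wilson interval 4.49% to 5.63%), and shuffled DARs gave 3.18%. Composition alone would thus lower the share below what was observed, and the core was more frequent than composition gives in gain and loss DARs. The excess was not larger in loss DARs, so it gives no sign of a loss of forkhead sites in particular. An excess over shuffled sequence was also present in the flanks, at 1.27 times around loss DARs and 1.22 times around gain DARs.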
